# Cerebellum Transcriptome of Mice Bred for High Voluntary Activity Offers Insights into Locomotor Control and Reward-Dependent Behaviors

**DOI:** 10.1371/journal.pone.0167095

**Published:** 2016-11-28

**Authors:** Kelsey Caetano-Anollés, Justin S. Rhodes, Theodore Garland, Sam D. Perez, Alvaro G. Hernandez, Bruce R. Southey, Sandra L. Rodriguez-Zas

## Abstract

The role of the cerebellum in motivation and addictive behaviors is less understood than that in control and coordination of movements. High running can be a self-rewarding behavior exhibiting addictive properties. Changes in the cerebellum transcriptional networks of mice from a line selectively bred for High voluntary running (H) were profiled relative to an unselected Control (C) line. The environmental modulation of these changes was assessed both in activity environments corresponding to 7 days of Free (F) access to running wheel and to Blocked (B) access on day 7. Overall, 457 genes exhibited a significant (FDR-adjusted P-value < 0.05) genotype-by-environment interaction effect, indicating that activity genotype differences in gene expression depend on environmental access to running. Among these genes, network analysis highlighted 6 genes (Nrgn, Drd2, Rxrg, Gda, Adora2a, and Rab40b) connected by their products that displayed opposite expression patterns in the activity genotype contrast within the B and F environments. The comparison of network expression topologies suggests that selection for high voluntary running is linked to a predominant dysregulation of hub genes in the F environment that enables running whereas a dysregulation of ancillary genes is favored in the B environment that blocks running. Genes associated with locomotor regulation, signaling pathways, reward-processing, goal-focused, and reward-dependent behaviors exhibited significant genotype-by-environment interaction (e.g. Pak6, Adora2a, Drd2, and Arhgap8). Neuropeptide genes including Adcyap1, Cck, Sst, Vgf, Npy, Nts, Penk, and Tac2 and related receptor genes also exhibited significant genotype-by-environment interaction. The majority of the 183 differentially expressed genes between activity genotypes (e.g. Drd1) were under-expressed in C relative to H genotypes and were also under-expressed in B relative to F environments. Our findings indicate that the high voluntary running mouse line studied is a helpful model for understanding the molecular mechanisms in the cerebellum that influence locomotor control and reward-dependent behaviors.

## Introduction

The role of cerebellum in the control of movement has been extensively studied. However, the roles of the cerebellum in motivation, executive control, working memory, learning, and addictive behaviors are starting to be understood [1, 2].For example, the cerebellum has been associated with cocaine-related behaviors [3] as well as motor skills, object manipulation, knowledge, and their automatization [4]. Also, the cerebellum is activated by drug-associated cues [5–7] and during cognitive tasks such as language and memory in humans [8], and has been linked to reward-based learning [9, 10]. The involvement of the cerebellum in motivation or the internal drive of an organism may be established through its interactions with the endocrine system [11]. Indicators of exploratory behavior and spatial orientation in cerebellectomized rodents indicate that the cerebellum is involved not only in cognitive but also in motivational processes, spatial memory, and in cognitive processes of the motor program elaboration [12, 13].

Mouse lines selectively bred for high physical activity, such as the High Runner lines, are offering insights into the neurobiology of increased voluntary wheel running behavior [14–16]. Mouse lines selected for high voluntary wheel running exhibit significant behavioral and physiological differences relative to control lines as early as 10 generations after selective breeding. Moreover, studies of these lines are characterizing the role of brain regions in locomotor control [14, 15, 17–19]. Mice from the High Runner lines show significantly lower monoamine concentrations than mice from the control lines in the substantia nigra pars compacta and dorsolateral striatum regions of the brain, both of which are involved in locomotor control [20]. Also, blocked access to a wheel elicits neurobiological profiles similar to narcotic withdrawal in High Runner lines [16, 21].

Studies of high and low voluntary wheel-running rat and mouse lines have led to the proposition that this physical activity model can support the understanding of genes related to the motivation to run and to develop and maintain addictive behaviors in addition to locomotor activity [16, 22]. Physical activity and drugs of abuse have rewarding effects supported by similar brain pathways. High Runner lines also exhibit dysregulation in dopamine signaling [23] and endocannabinoid system involved in brain reward processes [16, 24]. High running can be a self-rewarding behavior exhibiting addictive properties [15, 17] and significant departures from average home cage activity levels have been associated with other behavioral disorders [25]. High Runner mouse lines also exhibit high home cage activity in the absence of wheels and high withdrawal behavior of despairity in a forced-swim test after removal of wheels following 6 days of access [26]. Likewise, when High Runner and control mice are rewarded with running time after pressing a lever [27], most High Runner and control mice press the lever when the reward was 30 minutes of running time but few High Runner mice press the lever when the reward was reduced to 1.5 minutes. The weaker response of the High Runner mice for limited reward suggests higher motivation for extended physical activity rather than potentially shorter attention because the latter would have been expressed at both reward levels.

Research on the High Runner mouse lines has concentrated on the striatum because of the association of this brain region with motor behavior [28–30], reward processing and addiction. However, changes in the cerebellum in response to selection are also expected because of the involvement of this brain region in the control of movement and motivational processes. Although the size of the cerebellum does not differ significantly between High Runner and control mice [15], selection may alter the molecular profiles and thus impact on behavior and locomotor control. Potential differences in the cerebellum transcriptome between mice from a high activity and unselected control lines and in consideration of environmental opportunities for activity have not been assessed.

A study of cerebelloctomized mice concluded that the cerebellum is involved in motor and spatial capabilities, and in cognitive and motivational processes that are key for exploration behavior [12]. Likewise, a study of the capability of cerebelloctomized rats to locate a reward concluded that the cerebellum is involved in the mechanisms sustaining focused spatial memory and in the cognitive processes of the motor program elaboration [13]. A similar association between the cerebellum and motor control, motivation, and reward-focus may have been developed in the High Runner mice line and a transcriptome analysis can offer insights into these roles.

The goals of this study were: 1) to compare the cerebellum transcriptome and associated networks of a High Runner mouse line relative to mice from a control line and, 2) to evaluate the modulation of potential transcriptome differences between genotypes and by the environmental opportunity for physical activity. We profiled the cerebellum transcriptome of mice using a 2-by-2 factorial design comparing 2 activity genotypes, a line selected for high wheel running versus an unselected control line, in either blocked or free access to wheel running environments. The comparison of both activity genotypes blocked and free access to wheel running environments permits us to disentangle the transcriptome profiles and networks related to the predisposition for high running as well as gene expression patterns correlated with actual running itself. Transcriptomic profiles in the brains of mice selectively bred for high voluntary wheel running in environments where the potential reward of wheel running is present or absent revealed molecular mechanisms underlying reward-dependent behaviors, motivation, and coordination of increased physical exercise. This study supports. efforts to understand the role of the cerebellum in cognition, motivation, and addictive behaviors.

## Materials and Methods

### Subjects

Mice from generation 66 of a replicated selective breeding experiment for high voluntary wheel-running behavior were used. As previously described [18], the original progenitors were outbred, genetically variable laboratory house mice (*Mus domesticus*) of the Hsd:ICR strain. After 2 generations of random mating, mice were randomly paired and assigned to 8 closed lines (10 pairs in each). In each subsequent generation, ~6 to 8 week-old offspring of these pairs were housed individually with access to a running wheel for 6 days (except during generations 32–35 when selection was relaxed as the colony was moved from Wisconsin to California). The highest-running male and female from each family within 4 High-Runner lines were selected as parents of the next generation. The selection criterion was total number of revolutions run on days 5 and 6 of the 6-day test. A male and a female were randomly chosen from within each family within 4 Control lines. Within all lines, the selected parents were randomly paired while avoiding sibling matings. In the present study, mice from 1 Control line (line 1) and 1 High-Runner line (line 7) chosen at random among all 8 lines available were evaluated in 2 activity environments. A total of 16, 7-week old adult males were used (n = 4 per line and environment combination). Power calculations based on gene expression measurements reported in prior studies [23, 31] involving these High-Runner lines indicated that a sample size of 4 provided 75% statistical power for a type I error rate corresponding to an FDR-adjusted P-value equal to 0.05 and log2(fold change) equal to 2.

Animal procedures were approved by the Illinois Institutional Animal Care and Use Committee and were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. As described previously [18], mice were weaned at 21 days of age, and individually marked. At approximately 6 weeks of age, mice were placed individually with access to wheels for 7 days. Mice were kept on a 12-hour light/dark cycle with lights on at 06:00 hours and lights off at 18:00 hours [32]. On day 7, half of the mice were blocked from entering the running wheel by placing a barrier in the tunnel connecting the wheel to the cage [21] During the mid-portion of the dark cycle, when mice are normally most active on running wheels, mice were removed from their cages and immediately decapitated. The Control and High Runner lines used in this study are denoted as activity genotypes C and H, respectively. The conditions blocked from running and free access to the wheels following a period of wheel availability are denoted environments B and F, respectively.

### RNA profiling

Brain was extracted and the whole cerebellum was dissected on a chilled aluminum block, snap frozen on dry ice and stored in a centrifuge tube at -80°C following published protocols [33]. Subsequently, tissue was homogenized with an RNase-free disposable pellet pestle (Fisher) and RNA was extracted using the commercially available RNeasy^®^ Lipid Tissue Mini Kit (Qiagen, Valencia, CA). Purification of the isolated RNA included treatment with DNase I (Qiagen, Valencia, CA), accordingly to the manufacturer's instructions. For assessing total RNA yield, aliquot samples were measured with the Qubit^®^ 2.0 (Life Technologies, Carlsbad, CA). Quality and integrity of isolated RNA samples were determined by 28S/18S rRNA analysis with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA). RNA integrity was assessed using the Agilent 2100 Bioanalyzer with RNA Pico chip (Agilent Technologies, Palo Alto, CA). All samples had RNA Integrity Numbers (RIN) > 9. Libraries from individual mouse cerebellum samples were sequenced [34] and 100nt-long paired-end reads from each mouse separately were obtained using Illumina HiSeq 2000 (Illumina, San Diego, CA, USA).

### Differential expression analysis

Using the FastqGroomer tool, FastQ data files were converted to FastqSanger format following proven protocols [34, 35]. A quality control check was performed on the reads using FastQC, and the threshold for end position removal due to low quality using the Fastq Quality Trimmer tool was Phred < 20. The reads were then mapped to the mouse mm10 genome assembly (UCSC; http://genome.ucsc.edu) using Tophat (v2.0.13) [36]. Tophat settings were expected (mean) inner distance = 200nt, anchor length junctions spanned by reads with at least 8bp on each side of the junction with 0 mismatch, independent mapping of read segments of 25nt long, and default intron length specifications. Cufflinks (v2.2.0) [36] was used to assemble the transcripts and estimate gene abundances. Differential transcript abundance between experimental conditions was tested using Cuffdiff using a geometric library normalization [36]. Differential expression was tested between genotype-environment combination groups, between activity genotype groups, and between environment groups. Evaluation of the interaction between activity genotypes (H or C) and environments (B or F) allowed the identification of differential profiles between high activity and control genotypes that were environment-dependent [35].

The nomenclature used in this study to identify the genotype-environment combination uses 2 letters, the first letter specifies genotype and the second letter specifies environment. Four genotype-environment combination groups are available in this study: High runner genotype-Free environment (HF); High runner genotype-Blocked environment (HB); Control genotype-Runner environment (CF); and Control genotype-Blocked environment (CB). The 4 genotype-environment groups allowed the evaluation of 6 distinct pairwise contrasts: CB-HB, CB-CF, CB-HF, HB-CF, HB-HF, and CF-HF. While information on all these 6 contrasts is provided, the interpretation focuses on 3 orthogonal contrasts: CF-HF, CB-HB, and HB-HF. The first 2 orthogonal contrasts allowed the identification of differences between H and C activity genotypes within each environment and the third contrast allowed us to identify differences between B and F environments within the H genotype. Commonalities between the first 2 orthogonal contrasts support the identification of genes associated with activity genotype regardless of environment. Commonalities between all these orthogonal contrasts identify genes that may respond to both activity genotype and environment. Discussion based on these 3 orthogonal contrasts is complemented with information from selected other contrasts to facilitate the interpretation of results supporting the interaction between genotype and environment. Testing for the main effects of genotype and environment followed the testing for interaction. False discovery rate (FDR) adjusted P-values were used for multiple test adjustment of differential expression across all genes tested [37].

### Functional and network analysis

Enrichment of functional terms among the genes in 3 orthogonal interaction contrasts (CF-HF, CB-HB, and HB-HF), the activity genotype contrast, and the environment contrast were investigated. The comparison of the enriched functional terms would reveal shared and distinct molecular processes across contrasts that are not obvious from the analysis of individual genes. Two complementary functional enrichment analyses of the transcriptome profiles were undertaken. First, among genes differentially expressed (FDR-adjusted P-value < 0.05) enrichment of functional categories and pathways was performed using the Database for Analysis, Validation, and Integrated Discovery system (DAVID) [38]. Gene Ontology (GO) functional categories investigated included biological process (BP), molecular function (MF), and pathways defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG). Enrichment of Functional Annotation Tool (FAT) categories was studied in recognition of the redundancy between GO terms. The FAT categories comprise informative BP and MF terms while filtering broad and less informative terms. EASE scores (modified Fisher Exact) were used to assess the statistical significance of the enrichment of the individual terms. Clustering of categories based on shared genes further minimized redundancy between categories. The statistical significance of these clusters was summarized using the enrichment score that corresponds to the geometric mean of the EASE scores of the categories in the cluster [39–42]. DAVID analysis was complemented with Gene Set Enrichment Analysis (GSEA) [43]. This analysis was performed on the gene expression profiles of all genes profiled to uncover enriched categories within the up- and down-regulated genes within orthogonal contrasts [44]. Maximum and minimum cutoffs for gene set size within up- and down-regulated lists were 1000 and 5 genes respectively. The statistical significance of the enrichment was assessed using 1000 permutations and FDR adjustment for multiple testing.

Gene networks were reconstructed within the Cytoscape environment [45] using the Bisogenet package [46]. Networks encompass genes exhibiting significant (FDR-adjusted P-value < 0.05) differential expression in at least one of the 3 orthogonal contrasts (CF-HF, CB-HB, HB-HF) to facilitate visual comparison [47]. Networks connecting at least 15 differentially expressed genes directly or indirectly through intermediate genes not differentially expressed were considered. The comparison of the expression profiles within networks across contrasts reveal shared and distinct co-regulation patterns and complement the information from functional analysis. Networks depict gene relationships based on protein-protein interactions annotated in BIOGRID, HPRD, DIP, BIND, INTACT, and MINT databases [40, 46, 48].

## Results and Discussion

### Summary of RNA-Seq measurements

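The data comprise 16 RNA sequencing libraries labeled as whole cerebellum of male mice, n = 4 per group. The 4 groups cross line with wheel access on day 7: control mice with the wheel blocked (CB) or free (CF) and High Runner mice with the wheel blocked (HB) or free (HF). Expression is given for 59120 UCSC known-gene IDs on the mm10 assembly, as FPKM, fragments scaled to transcript length and to the number of mapped fragments. The authors aligned the reads with TopHat2 2.0.13 and estimated the deposited FPKM values with Cufflinks 2.2.0, so assignment of fragments to overlapping transcripts and the scaling to library size are already part of the values. The geometric normalization and the test across replicates that the paper describes were applied in a later step to fragment counts, which the FPKM values do not contain. From the FPKM values, a median-of-ratios scaling was applied across the 16 libraries and all comparisons below were computed on log2(FPKM + 0.1). All coordinates are 1-based on mm10, and log2 fold changes are log2 of the first named group over the second, so that a positive CB-HB value means higher in CB.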

The quality and quantity of the RNA sequence reads was evaluated across samples. The number of reads and quality scores along the reads were comparable across samples from all 4 activity genotype-environment groups. The average quality score Phred of the reads was 30 indicating a 99.9% base call accuracy [49]. The percentage of reads mapped to the mouse genome was approximately 99% corresponding to an average of 129,718,676.5 total reads mapped per sample. 

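Genes that mark cerebellar neurons were abundant in every library except CB mouse 61. Gabra6, the granule cell GABA-A receptor subunit, measured 388 to 493 FPKM in the other libraries and was listed at 0 in CB mouse 61, and the Purkinje cell gene Pcp2 measured 249 to 380.5 and was listed at 0. Cbln1 (a granule cell synaptic organizer) measured 3.37 FPKM in CB mouse 61 against 295 to 310.0 in the other CB mice, and Calb1 (a Purkinje cell calcium buffer) 74.8 against 298 to 339. Over lists of marker genes, the median log2 difference of CB mouse 61 from the other CB mice was -4.19 for granule cells (12 genes), -3.41 for Purkinje cells (15), -2.12 for choroid plexus (18), 5.01 for striatum (19), 5.17 for cortex and hippocampus (14) and 2.01 for microglia (11). Choroid plexus genes also varied among the remaining libraries, with a median difference from the CF group of -2.09 in CB mouse 49, 1.41 in CB mouse 15 and -2.29 in HB mouse 60. Across genes, Pearson's r of log2(FPKM + 0.1) between CB mouse 61 and the other libraries ranged from 0.740 to 0.775, against 0.881 to 0.924 among the rest. The sum of FPKM per library ranged from 330341 to 365085, and the depth of each library relative to the others, read from the spacing of the lowest values, from 0.864 to 1.19, while the absolute number of fragments cannot be read from FPKM.

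**Figure D1:**
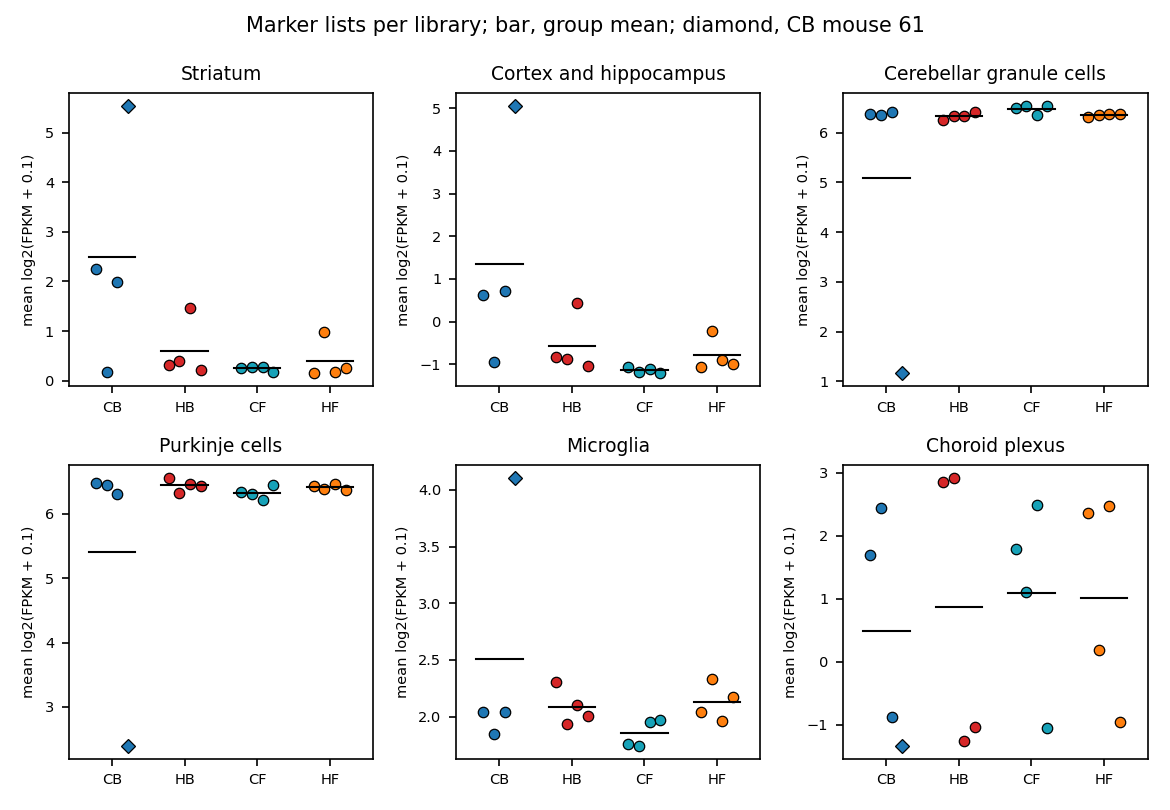
Mean log2(FPKM + 0.1) of the striatum, cortex and hippocampus, granule cell, Purkinje cell, microglia and choroid plexus marker lists in each library of the 4 groups. Bars are group means and the diamond is CB mouse 61.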

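Genes were kept for testing when the mean FPKM over the 16 libraries was at least 0.1, a filter passed by 24007 transcripts of 15172 gene symbols, from abundant ones such as Mbp (794 FPKM in CF) to Cpne5 (0.0950). Gene symbols name the most abundant transcript of the gene, and another transcript is given with its UCSC ID. Each transcript was fitted with 4 group means in limma-trend, and the 6 contrasts between groups, the genotype-by-environment interaction, the average genotype difference (C-H) and the average environment difference (B-F) were tested at an FDR-adjusted P-value under 0.05 (Benjamini-Hochberg over all transcripts tested). A gene is said to rise or fall only where this threshold was passed. Group values are mean ± SD of scaled FPKM over 4 libraries, and SE is the standard error of the log2 fold change. The genes described are those the paper names in its text and Tables 1, 3 and 5, the largest changes of each contrast in both directions (or the smallest P-values where fewer than 10 passed) and members of 36 gene lists written down before the data were examined, tested with camera at a preset inter-gene correlation of 0.01. The values in the paper's tables had been seen when that rule was written. Because CB mouse 61 differed from the other libraries in its marker genes, values without it are given beside many of the values that it moved. The same transcripts were tested without it, among them some that passed the filter only through this library, such as Lipg and Prss56.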

Differential expression between genotype and environment groups was tested on 9691 genes.

### Activity genotype-by-environment interaction effects on the transcriptome

The differential expression of individual genes uncovered in the present study supports accumulating evidence that the cerebellum is involved in motor control, regulation of neurotransmitter and hormone pathways, addictive behaviors [1], and neuropeptide and prohormone processes. Overall, 457 genes exhibited a significant (FDR-adjusted P-value < 0.05, comparable in this study to an unadjusted P-value < 0.001) genotype-by-environment interaction effect. 

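The transcripts with the smallest interaction P-values were Preb (uc008wwr.2, a prolactin regulatory element binding protein gene) and Cd83 (uc007qgl.2, an immune cell surface protein gene), with interaction log2 values, (CB-HB) minus (CF-HF), of -6.84 and 5.74 (FDR-adjusted P-value = 0.0655 for both). Preb uc008wwr.2 was listed at 0 in all 4 CB libraries and in HF mice 2, 12 and 40, and at 1.32 to 1.61 FPKM in HB, 1.30 to 1.40 in CF and 1.30 in HF mouse 43. Cd83 uc007qgl.2 was listed at 0 in all HB and CF libraries and in CB mouse 61, and at 0.808 to 0.901 FPKM in the other CB and 0.757 to 1.12 in the HF mice. 0 transcripts passed the limma test of the interaction and 669 had an unadjusted P-value under 0.05. With CB mouse 61 left out, 6 passed, among them Cd83 uc007qgl.2 (FDR-adjusted P-value = 7.2e-10). With FPKM summed over the transcripts of a gene, an alternative chosen after the values were seen, the interaction was -0.10 (0.785) for Preb and 0.00 (0.997) for Cd83, and 0 genes passed with CB mouse 61 left out (500 at an unadjusted P-value under 0.05). As groups, the forebrain markers had positive interaction values and the cerebellar neuron markers negative ones: median log2 2.02 over 19 striatum genes such as Ppp1r1b and Gng7 (camera FDR-adjusted P-value = 1.6e-07), 2.14 over 14 cortex and hippocampus genes (3.8e-06), 2.09 over 10 interneuron genes (2.7e-05), -1.05 over granule cell genes such as Cbln3 and Neurod1 (0.00563) and -0.96 over Purkinje cell genes such as Aldoc and Pvalb (0.00950). None of these list calls held with an estimated correlation (FDR-adjusted P-value = 0.506 for striatum), no member passed when adjusted over the list alone, and without CB mouse 61 the medians were 0.73 for striatum, 0.84 for cortex and hippocampus, -0.08 for granule cells and -0.01 for Purkinje cells.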

A list of genes exhibiting the most significant (average log2(fold change) > |2|, FDR-adjusted P-value < 0.005) interaction effects is presented in Table 1. 

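The genes of Table 1 fall into a large and a small group by their group means. Adora2a, Cpne4, Cpne5, Ctxn1, Ddn, Drd2, Egr3, Gda, Icam5, Kcnj4, Lamp5, Lrrc10b, Nrgn, Nts, Rxrg, Sst and Tbr1 had their highest mean in CB, whereas Arhgap8 and Scd4 were highest in the H groups. The median log2 ratio of group mean FPKM over Table 1 was 4.68 for CB/HB and 5.32 for CB/CF. CB mouse 61 stood above the other CB mice in FPKM for Kcnj4, an inward rectifier potassium channel gene (69.2 against 0.299 to 2.24), Icam5, a telencephalic adhesion molecule gene (73.5 against 0.184 to 2.33), Ctxn1 (359 against 3.04 to 13.1), Lamp5 (57.1 against 0.938 to 3.22), Lrrc10b (66.3 against 0.207 to 3.67), the immediate early transcription factor gene Egr3 (44.8 against 0.115 to 1.56) and the cortical transcription factor gene Tbr1 (23.4 against 0.178 to 0.782). The SD of each exceeded its CB mean, and the median over Table 1 was 1.32 for CB/HB and 2.24 for CB/CF without CB mouse 61.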

The complete list of genes significantly (FDR-adjusted P-value < 0.05) differentially expressed for the activity genotype-by-environment interaction effect is provided in **Table A** in S1 File. Annotation of many of these genes to signaling, sensory, and motor processes orchestrated in the cerebellum and involved in addictive behaviors [4] was noted.

**Table 1:** Genes exhibiting significant (FDR-adjusted P-value < 0.005, average contrast log2(fold change) > |2|) activity genotype-by-environment interaction.

Gene		Contrast Log2(Fold Change)^c^						FDR
Name^a^	UCSC ID^b^	CB-HB	CB-CF	CB -HF	HB-CF	HB-HF	CF-HF	P-value
Adora2a	uc007fqh.1	-4.02	-4.87	-4.72	-0.85	-0.70	0.15	2.57E-14
Arhgap8	uc007xch.2/uc007xck.2	2.07	-3.51	2.26	-5.58	0.19	5.76	2.31E-11
Cpne4	uc009rhr.1	-3.46	-4.77	-3.56	-1.31	-0.10	1.21	2.57E-14
Cpne5	uc008bsj.2/uc008bsk.2	-4.54	-5.76	-4.82	-1.22	-0.28	0.94	2.57E-14
Ctxn1	uc009ktp.2	-3.85	-4.60	-4.05	-0.75	-0.21	0.54	2.57E-14
Ddn	uc007xny.1	-5.12	-7.65	-6.92	-2.53	-1.80	0.73	2.57E-14
Drd2	uc009pja.1	-4.18	-4.84	-4.10	-0.66	0.08	0.74	2.57E-14
Egr3	uc007unb.1	-4.49	-5.93	-5.50	-1.44	-1.01	0.43	2.57E-14
Gda	uc008gyx.1	-4.61	-6.54	-5.30	-1.94	-0.69	1.25	2.57E-14
Gpr88	uc008rbz.2	-4.48	-6.43	-5.94	-1.94	-1.45	0.49	2.57E-14
Icam5	uc009oka.2	-4.58	-6.22	-5.70	-1.64	-1.12	0.52	2.57E-14
Kcnj4	uc007wtn.2	-4.60	-6.17	-5.48	-1.58	-0.88	0.69	2.57E-14
Lamp5	uc008mog.1	-2.96	-4.53	-3.88	-1.57	-0.92	0.66	2.57E-14
Lrrc10b	uc012bio.2	-4.44	-5.64	-5.26	-1.20	-0.82	0.38	2.57E-14
Nrgn	uc009ovc.1	-4.50	-5.51	-4.03	-1.01	0.48	1.48	2.57E-14
Nts	uc007gye.1	-3.36	-4.73	-3.36	-1.37	0.00	1.37	5.21E-08
Rxrg	uc007dla.2/uc007dlb.2	-3.84	-5.29	-4.37	-1.45	-0.52	0.92	2.57E-14
Scd4	uc008hpq.1	3.28	-1.66	3.17	-4.95	-0.11	4.84	2.57E-14
Sst	uc007ytx.1	-4.16	-4.61	-3.54	-0.45	0.62	1.07	2.57E-14
Tbr1	uc008jvd.1	-3.99	-4.94	-4.66	-0.95	-0.67	0.28	2.57E-14

^a^ Adora2a = adenosine A2a receptor; Arhgap8 = Rho GTPase activating protein 8; Cpne4 = copine IV; Cpne5 = copine V; Cyp11a1 = cytochrome P450, family 11, subfamily a, polypeptide 1; Ddn = dendrin; Drd2 = dopamine receptor D2; Gda = guanine deaminase; Gpr88 = G-protein coupled receptor 88; Icam5 = intercellular adhesion molecule 5, telencephalin; Kcnj4 = potassium inwardly-rectifying channel, subfamily J, member 4; Lamp5 = lysosomal-associated membrane protein family, member 5; Lrrc10b = leucine rich repeat containing 10B; Nrgn = neurogranin; Nts = neurotensin; Rxrg = retinoid X receptor gamma; Scd4 = stearoyl-coenzyme A desaturase 4; Sst = somatostatin; Tbr1 = T-box brain gene 1;

^b^ University of California Santa Cruz genome browser identifier.

^c^ Log2Fold is the log2-transformed fold change between 2 genotype-environment groups. When considering groups A vs B = A—B, Log2Fold Change = Log2 (A/B). Groups are: CB = low activity genotype-low activity environment; CF = low activity genotype-high activity environment; HB = High activity genotype-low activity environment; HF = High activity genotype-high activity environment

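Among the transcripts that separated CB from HB, a Znhit1 transcript (uc009abi.1, chromosome 5: 136982201 to 136987882, a chromatin remodeling subunit gene) measured 7.24 to 9.37 FPKM in CB and was listed at 0 in every HB library (FDR-adjusted P-value = 1.1e-11), while FPKM summed over all Znhit1 transcripts, a sum chosen after the values were seen, differed by 0.24 (0.473). Necab1, a neuronal calcium-binding protein gene (chromosome 4: 14952245 to 15149794), fell from 7.02 ± 6.16 FPKM in CB to 0.388 ± 0.352 in HB (log2 fold change = 3.73, SE 0.60, FDR-adjusted P-value = 0.0184; 3.21 without CB mouse 61), and D930016D06Rik (uc008ykp.2), Nprl3 (uc007ijh.1) and Jade2 (uc007iur.1) were listed at 0 in HB. Summed FPKM differed in CB-HB by -0.38 (0.298) for D930016D06Rik, 0.39 (0.0319) for Nprl3 and 0.29 (0.511) for Jade2. In the other direction, transcripts of Cntn6, a neuronal adhesion gene (uc012ept.1, chromosome 6: 104493044 to 104863405), and of Ldhd, a lactate dehydrogenase gene (chromosome 8: 111626271 to 111630322), were listed at 0 in all C libraries and measured 1.41 to 2.51 and 5.19 to 6.29 FPKM in HB, and Usp2 (uc009pbn.1) and Pms2 (uc009alb.1) were also higher in HB, with summed FPKM differing by -0.06 (0.948) for Cntn6, -0.05 (0.83) for Usp2 and -0.09 (0.690) for Pms2. Counts of transcripts passing the limma threshold were 86 for CB-HB (40 higher and 46 lower in CB), 145 for CB-HF (78 higher and 67 lower in CB) and 166 for CF-HF (93 higher and 73 lower in CF). Oosp2, an oocyte-secreted protein gene (chromosome 19: 11647284 to 11660559), Cacna1g (uc011ycv.1), Ndfip2 (uc007uxq.2), Znhit1 (uc009abi.1) and Msto1 had the largest log2 fold changes of the transcripts higher in CF than in HF, with Oosp2 at 17.7 ± 2.22 FPKM in CF and summed values of -0.14 (1.00) for Cacna1g, -0.02 (1.00) for Ndfip2 and -0.01 (1.00) for Znhit1. Dtna (uc008efs.1) and Rbm26 (uc007uxl.2) were higher in CB than in HF, and transcripts of Fam118b (uc009otb.1) and Trex1 (uc009rrs.1) were listed at 0 in all CB libraries and measured 3.75 to 4.51 and 1.99 to 2.90 FPKM in HF, and none of these 4 genes passed on summed FPKM (0.638, 0.605, 0.275 and 0.386). With FPKM as deposited the split was 24 higher and 49 lower in CB for CB-HB, 66 higher and 109 lower for CB-HF and 76 higher and 79 lower in CF for CF-HF. When CB mouse 61 was left out, 438, 1050 and 827 transcripts passed, including all those that passed with it.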

Among the genes exhibiting significant interaction, the number of significantly (FDR-adjusted P-value < 0.05) differentially expressed genes between specific contrasts were: 233 (CB-HB), 225 (CB-CF), 227 (CB-HF), 297 (HB-CF), 25 (HB-HF), and 248 (CF-HF). Transcriptome differences are more prevalent between activity genotypes (regardless of wheel-running availability in the environment), and between environments in the C genotype. 

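Averaged over both environments, 462 transcripts differed between the C and H genotypes, whereas 0 differed between the B and F environments averaged over genotypes. Nab2, a repressor of immediate early transcription factors (chromosome 10: 127660918 to 127666703), measured 13.3 ± 0.708 FPKM in CB, 12.6 ± 1.33 in CF, 11.8 ± 0.239 in HB and 8.47 ± 0.636 in HF (log2 fold change = 0.36, SE 0.05, FDR-adjusted P-value = 0.00237 for C-H), and Ntsr2, a neurotensin receptor gene, was higher in C (0.74, FDR-adjusted P-value = 9.5e-04), as were Ifit2 (0.95, FDR-adjusted P-value = 0.00268), an interferon-induced gene, and Adora2b (0.72, FDR-adjusted P-value = 0.00554), an adenosine receptor gene. Of the lists of cell and tissue markers, C-H medians were positive for striatum genes such as Penk (0.99, FDR-adjusted P-value = 0.00342), cortex and hippocampus genes (0.72, 0.0354) and interneuron genes (0.95, 0.0260) and negative for Purkinje cells (-0.54, 0.0260) and for unipolar brush and Golgi cells (-0.57, 0.0354). Lists for granule cells (-0.52, 0.139), Bergmann glia and astrocytes (-0.14, 0.0678), oligodendrocytes (-0.06, 0.203), choroid plexus (-0.19, 0.660), meninges (0.01, 0.926), endothelial cells and pericytes (-0.02, 0.461), microglia (0.05, 0.610), ependymal cilia (-0.20, 0.203), brainstem and midbrain (0.54, 0.0935) and pituitary (0.01, 0.967) did not pass. No marker list passed with an estimated correlation (lowest FDR-adjusted P-value = 0.827) or without CB mouse 61, and none had a member passing over all transcripts. Adjusted over the list alone, 2 oligodendrocyte genes and 1 gene each of the Bergmann glia and the unipolar brush and Golgi lists were higher in H and 1 brainstem gene was higher in C. With FPKM as deposited, 509 transcripts passed for C-H.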

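A Preb transcript (uc008wwr.2) was among the 10 smallest P-values between environments in both genotypes, in opposite directions (log2 fold change = -3.84 for CB-CF and 2.99 for HB-HF). In C mice the others included Glcci1, a glucocorticoid-induced gene (chromosome 6: 8520020 to 8597548; CB 8.92 ± 0.621 and CF 5.98 ± 0.646 FPKM; log2 fold change = 0.57, SE 0.11, FDR-adjusted P-value = 0.587), Dtd1 (CB 19.3 ± 3.6, CF 13.4 ± 0.476 FPKM) and a Fbxo6 transcript (uc012dpl.1) that was listed at 0 in all CF libraries and measured 1.10 to 3.23 FPKM in CB. With FPKM summed over the transcripts of a gene, an alternative chosen after the values were seen, CB-CF was 0.06 (0.712) for Glcci1, 0.50 (0.517) for Dtd1 and 0.09 (0.528) for Fbxo6. In H mice the others included Nab2 (0.48, FDR-adjusted P-value = 0.347), Fam118b (HB 8.50 ± 0.471, HF 5.46 ± 0.422 FPKM), another Fam118b transcript (uc009otb.1) listed at 0 in all HB libraries and lower in HB (-5.35) and a Thpo transcript listed at 0 in all HF libraries and at 1.69 to 2.04 FPKM in HB; on summed FPKM, HB-HF was -0.15 (1.00) for Fam118b and 0.17 (1.00) for Nab2. 0 transcripts passed for CB-CF and 0 for HB-HF in limma, with 1554 and 724 at an unadjusted P-value under 0.05. Without CB mouse 61, 6 passed for CB-CF (3 higher and 3 lower in CB) and 1 for HB-HF, and on summed FPKM without it 0 and 0 passed (980 and 1036 at an unadjusted P-value under 0.05). Among the lists, heat shock genes such as Hspa8 and Hsp90aa1 had lower medians in the B environment in both genotypes (CB-CF -0.36, camera FDR-adjusted P-value = 0.00695, and 0.368 with an estimated correlation; HB-HF -0.35, 2.2e-05, and 0.888), with 1 of 7 members lower in CB when adjusted over the list alone and 0 over all transcripts. The CB-CF median of immediate early genes such as Fos and Dusp1 was 0.61 (0.0103; 0.424 with an estimated correlation; 0.15, 0.0845 without CB mouse 61). Neither glucocorticoid response genes such as Mt1 (0.10, 0.368) nor clock genes such as Dbp (0.01, 0.738) differed between CB and CF. With an estimated correlation no list passed in either contrast.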

Environmental differences were associated with substantially more differentially expressed genes (almost tenfold) in C genotype mice (CB-CF, 225 genes) than in H genotype mice (HB-HF, 25 genes). This result suggests that the environmental access to a running wheel, following previous opportunity to run on wheels, has limited impact on the transcriptome profiles beyond the impact of selection for high running at the genetic level. The environment that allows wheel running elicits differential gene expression in the C genotype that may already be activated in the H genotype.

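The HB-CF contrast separates transcripts that are present in one of the groups and listed at 0 in the other. Morn2 (chromosome 17: 80290212 to 80297476), 1500004A13Rik, Slc25a19 (uc029rpw.1), Ldhd and the noncoding RNA Snhg11 (uc008nqe.1, chromosome 2: 158375638 to 158386145) were listed at 0 in all CF libraries and measured 11.7 to 15.0, 11.9 to 13.5, 5.31 to 6.92, 5.19 to 6.29 and 13.8 to 21.2 FPKM in HB (FDR-adjusted P-value = 0.0116 to 0.0276). Summed over all Snhg11 transcripts, the HB-CF log2 fold change was -0.80 (6.3e-04), and for Slc25a19 0.28 (0.251). In the other direction, Ms4a2, Oosp2, Znhit1 (uc009abi.1), Ndfip2 (uc007uxq.2) and a transcript of the calcium channel gene Cacna1g (uc011ycv.1, chromosome 11: 94408391 to 94474198) were higher in CF, the last measuring 10.7 to 16.3 FPKM in CF and listed at 0 in HB, while summed FPKM of Znhit1, Ndfip2 and Cacna1g did not pass (-0.13, 0.02 and 0.18). 143 transcripts of 121 genes passed in limma (64 higher and 79 lower in HB). CB mouse 61 is in neither group but enters the variance of the fit, and 571 passed without it. Sterol and fatty acid synthesis genes such as Scd2 and Hmgcs1 were on balance higher in HB (median 0.18, camera FDR-adjusted P-value = 2.0e-05; 1 of 16 members passing, and 3 adjusted over the list alone), as were oligodendrocyte genes such as Mbp and Plp1 (0.20, 0.00185), and interferon response genes such as Ifi27 and Stat1 were lower (-0.51, 6.9e-04). These calls did not hold with an estimated correlation (FDR-adjusted P-value = 0.355 to 0.710).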

Another finding from the evaluation of the 6 genotype-environment contrasts is that HB-CF exhibited the highest number of differentially expressed genes among all contrasts. This contrast compares two groups pairing “opposite” activity genotypes and environments (i.e. H genotype in B environment and C genotype in F environment). The abundance of differentially expressed genes in this contrast suggests that there may be synergistic effects between opposite levels of activity genotype and environment activity resulting in the highest number of gene differences. A possible hypothesis is that these transcript profiles support mechanisms enabling H genotype mice in the blocked-from-wheel running environment to experience exacerbated withdrawal behaviors whereas these mechanisms and associated withdrawal behaviors are not apparent in the C genotype mice in the F environment [16, 21].

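Genes highest in CB mouse 61, such as Penk, Camk2a (chromosome 18: 60925632 to 60988152), Nrgn and Sst, had positive log2 fold changes in both CB-HB and CB-CF (Camk2a 1.35 and 1.76, Penk 0.71 and 1.01), while Gabra6 and Cbln1 had negative values in both (Gabra6 -2.94 and -3.04, Cbln1 -1.46 and -1.72). Without that library the values were 0.24 and 0.65 for Camk2a, -0.08 and 0.22 for Penk, 0.08 and -0.02 for Gabra6 and 0.15 and -0.11 for Cbln1. Table A, read as 456 entries under 449 symbols, has 409 genes with a tested transcript, and across those genes Pearson's r between the CB-HB and CB-CF log2 fold changes was 0.66 (Spearman's rho 0.71, covariance 0.718). With CB mouse 61 left out, it was 0.29, and without CB mouse 15 0.79. Across the 218 transcripts that passed the limma test of any difference among the groups, r was -0.37 (covariance -0.671), with 0.31 over the 922 that passed without CB mouse 61, and across all transcripts tested it was 0.59. Genes are not independent replicates, and the CB libraries enter both contrasts. In simulated data without differences between the groups, sharing CB gave a median r of 0.49 over the Table A genes (range 0.32 to 0.62, median covariance 0.178). That range may be too narrow for genes that vary together. Over the genes in both Table C and Table D, random assignments of the real libraries gave r of -0.86 to 0.83 between C-H and B-F. That is another pair of contrasts over another set of genes. The study chose both sets on these samples, so neither range is a chance level for the value of 0.66. That value is not shown to lie above chance. With the 4 CB libraries split so that 2 served each contrast, r over the Table A genes ranged from 0.00424 to 0.485. Over the transcripts of the any-difference test, the simulated median was 0.51 (median covariance 0.100) and the split libraries gave -0.66 to 0.13.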

Considering all genes differentially expressed at FDR-adjusted P-value < 0.05, the correlation between log2(CB-HB fold change) and log2(CB-CF fold change) is 0.77 (Table A in S1 File). In other words, the transcriptome comparison between control and high activity genotypes in this study within the B environment offers insights into the comparison between blocked and free activity environments within the C genotype. This finding supports our hypothesis that the physical activity genotypes studied are an effective model to understand the impact of availability of activity reward in the environment on the cerebellum transcriptome.

The contrast between environments within the H genotype (HB-HF) was selected a priori because this comparison would offer information on the lesser studied H genotype relative to the C genotype that is expected to resemble the baseline mouse population. A posteriori review of results indicated that environment differences elicited more extreme differential expression on the C relative to the H genotype among the genes exhibiting an interaction effect (Table 1 and Table A in S1 File). This result suggests that the environment reward conditions studied elicit comparable transcriptome responses in the H genotype whereas the cerebellum transcriptome of the C genotype is more susceptible to differences between the environments studied.

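Between environments, the forebrain lists had larger medians in the C than in the H mice. The striatal signaling genes Ppp1r1b and Rasd2 and the cortical genes Camk2a and Icam5 are among the members of the striatum list (CB-CF median log2 2.89, HB-HF median 0.19) and of the cortex and hippocampus list (2.11 and 0.30). The CB-CF median of striatum genes passed camera at the preset correlation (FDR-adjusted P-value = 3.1e-11) and not with an estimated one (0.325), with 14 of 19 members higher in CB adjusted over the list alone and 0 over all transcripts, and the HB-HF median did not pass (0.937). The interaction, which tests whether the 2 contrasts differ, gave 1.6e-07 for striatum genes and 0.506 with an estimated correlation. Granule cell genes such as Gabra6 and Cbln3 went the other way in C (-1.19, 6.3e-04) and did not differ in H (0.00, 0.959). In all, 22 of 36 lists passed for CB-CF and 1 for HB-HF, and 16 and 1 without CB mouse 61, the striatum median then being 1.58 (3.6e-13) and the granule cell median -0.11 (0.00863). That striatum median rests on CB mouse 49 (1.71 from CF) and CB mouse 11 (2.33), while CB mouse 15, with the same blocked access, was at -0.06. Its camera P-value holds at the preset correlation. With all libraries, no CB-CF list passed with an estimated correlation. From the larger number of genes called between environments in the C than in the H genotype, the paper proposes that access to a wheel after earlier opportunity to run has limited impact on the transcriptome beyond that of selection for high running.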

The profiles of the genes exhibiting significant genotype-by-environment interaction effect are consistent with the present understanding of the role of the cerebellum in locomotor regulation and the budding recognition of the role of cerebellum in reward-processing, goal focused- and reward-dependent behaviors. 

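Over all libraries, CB mouse 61 included, Penk, Camk2a and the genes of Table 1 that were highest in CB had positive log2 fold changes in all 3 contrasts with CB, and the genes lowest in CB mouse 61 had negative ones. For Ppp1r1b, a dopamine-regulated phosphatase inhibitor gene (chromosome 11: 98348738 to 98357795), the CB-HB, CB-CF and CB-HF values were 0.85, 1.08 and 0.79, and for Neurod1, a granule cell transcription factor gene (chromosome 2: 79452641 to 79456636), -1.49, -1.65 and -1.50. Leaving out CB mouse 61 gave 0.17, 0.41 and 0.12 for Ppp1r1b, 0.06, -0.10 and 0.06 for Neurod1, 0.24, 0.65 and 0.31 for Camk2a and -0.08, 0.22 and -0.18 for Penk, so that Penk and Neurod1 turned in 2 of the 3 contrasts each. None of the values with all libraries passed the limma threshold (FDR-adjusted P-value = 0.561, 0.587 and 0.452 for Ppp1r1b) and the CB libraries spread over a wide range, Ppp1r1b measuring 529 FPKM in CB mouse 61 and 68.7 to 99.4 in the other CB mice. The striatum list differed from the CF mice by a median of 6.70 in CB mouse 61, 2.33 in CB mouse 11, 1.71 in CB mouse 49 and -0.06 in CB mouse 15, and by 1.11 in HB mouse 60. Over the CB-HF contrast the striatum median was 2.5 (camera FDR-adjusted P-value = 5.9e-07; 0.538 with an estimated correlation), with 13 members higher in CB adjusted over the list alone and 0 over all transcripts, and without CB mouse 61 1.22 (4.1e-04).

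**Figure D2:**
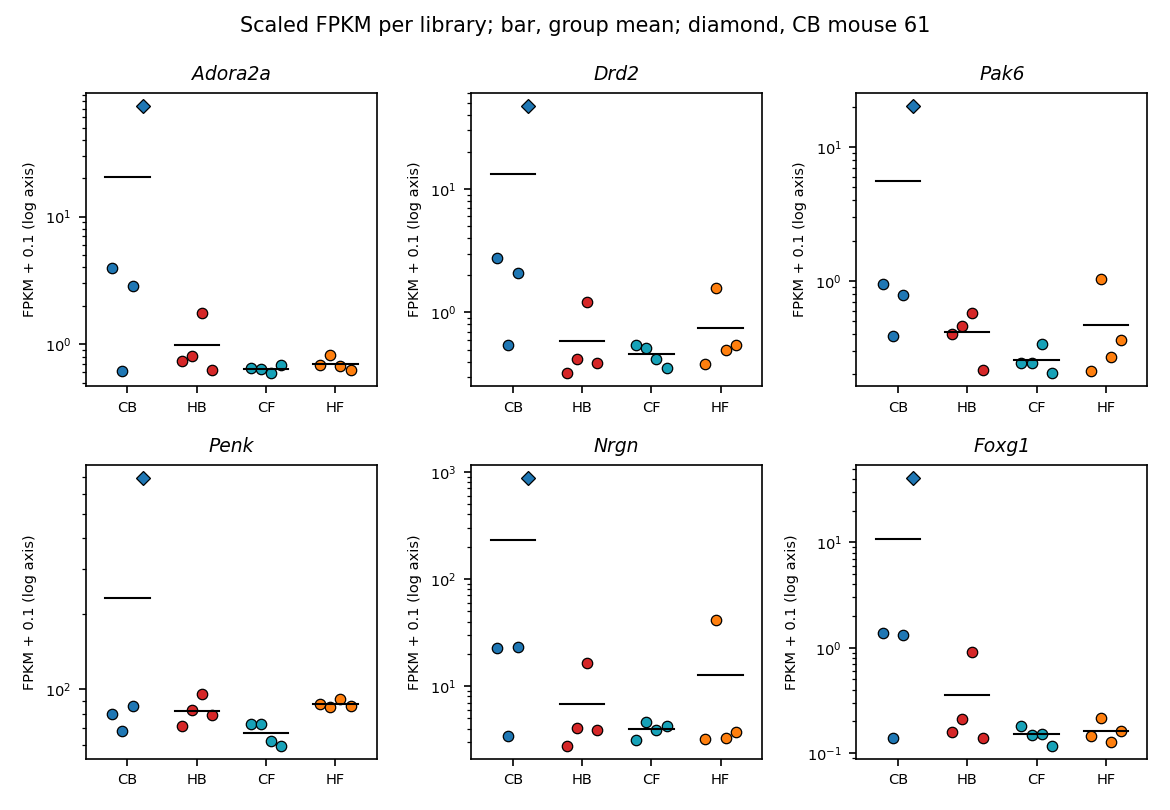
Scaled FPKM + 0.1 of Adora2a, Drd2, Pak6, Penk, Nrgn and Foxg1 in each library of the 4 groups, on a log axis. Bars are group means and the diamond is CB mouse 61.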

One common interaction profile among these genes was their simultaneous negative differential expression in the contrasts CB-HB, CB-CF, and CB-HF. This trend of under-expression in C relative to H genotype in the B environment, under-expression in the B relative to the F environment in the C genotype, and under-expression in the CB relative to the HF group was observed for P21 Protein Cdc42/Rac-Activated Kinase 6 (Pak6). This finding is consistent with a report of Pak6 deficiencies in mouse cerebellum associated with deficits in learning and locomotion [50]. 

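Pak6, which encodes a kinase that acts on the cytoskeleton (chromosome 2: 118663577 to 118698020), had a mean ± SD of 5.51 ± 9.80 FPKM in CB, 0.313 ± 0.151 in HB, 0.158 ± 0.0576 in CF and 0.369 ± 0.382 in HF. The CB mean rests on CB mouse 61, which measured 20.2 FPKM, while the other CB mice ranged from 0.287 to 0.848, the HB mice from 0.115 to 0.478, the CF mice from 0.105 to 0.240 and the HF mice from 0.111 to 0.935. Log2 fold changes of Pak6 were 2.00 for CB-HB (SE 0.94, FDR-adjusted P-value = 0.530), 2.62 for CB-CF (0.587) and 2.02 for CB-HF (0.363), and 0.76, 1.38 and 0.79 (FDR-adjusted P-value = 0.627, 0.838 and 0.453) without CB mouse 61. Pak6 did not pass in any contrast with CB, and the sign of its log2 fold change was positive in all 3.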

The positive correlation between Pak6 abundance and activity genotype or environment detected in our study further validates the role of this gene on locomotor control, regardless of the genetic or environmental prompt.

Adenosine A2a receptor (Adora2a) had negative differential expression in the contrasts CB-HB, CB-CF, and CB-HF. This profile indicates that either H genotype or F environment alone or the combination of H genotype and F environment can trigger over-expression of this gene relative to the C genotype in the B environment. 

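Adora2a, the adenosine A2a receptor gene of striatal projection neurons (chromosome 10: 75316943 to 75334788), measured 73.8 FPKM in CB mouse 61, 0.515 to 3.87 in the other CB mice, 0.525 to 1.64 in HB, 0.493 to 0.590 in CF and 0.525 to 0.729 in HF. Its log2 fold changes were 2.40 for CB-HB (SE 0.98, FDR-adjusted P-value = 0.473), 2.89 for CB-CF (0.587) and 2.76 for CB-HF (0.238), and 1.08, 1.58 and 1.45 (FDR-adjusted P-value = 0.431, 0.783 and 0.147) without CB mouse 61. Among the dopamine and adenosine signaling genes, which include Ppp1r1b, Adora1, Gnal and Gng7, the CB-HB median was 0.69 over 20 genes, 17 of them positive (camera FDR-adjusted P-value = 1.3e-04; 0.368 with an estimated correlation). 0 of them passed over all transcripts and 2 were higher in CB adjusted over the list alone. The median without CB mouse 61 was 0.20 (0.00553). For CB-CF the median was 0.67 (3.3e-05; 0.325 with an estimated correlation), with 0.34 (1.5e-06) without CB mouse 61, and 0 members passed in either adjustment.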

Consistent with our findings, studies have reported that adenosine receptor antagonists attenuate while adenosine uptake inhibitors augment ethanol-induced motor impairment in rodents via receptor populations in the cerebellum [51]. Adora2a is also involved in goal-focused behaviors and motor functions used to carry out those behaviors and in the absence of this receptor, mice display reduced exploratory behaviors and less motivation towards potentially addictive behaviors such as sexual activity and eating [52]. Moreover, Adora2a agonists significantly decrease cocaine induced hyperactivity in mice [53] and genetic variations on Adora2a affect psychomotor response speed and modulate the effect of the caffeine stimulant in humans [54]. The positive association between Adora2a mRNA abundance and the activity genotype motivated to run (H genotype) and environmental capability to run (F environment) uncovered in this study and with comparable phenotypes reported in previous studies reinforce the notion that this gene is a fundamental in the coordination of locomotion and reward-dependent behaviors.

Dopamine D2 receptor (Drd2) exhibited the same expression pattern as Adora2a. 

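Drd2, the dopamine D2 receptor gene (chromosome 9: 49340662 to 49407214), had a mean ± SD of 13.1 ± 22.7 FPKM in CB, 0.487 ± 0.420 in HB, 0.360 ± 0.0883 in CF and 0.648 ± 0.554 in HF, with 47.2 FPKM in CB mouse 61, 0.446 to 2.64 in the other CB mice and 1.47 in HF mouse 2. Drd2 log2 fold changes were 2.79 for CB-HB (SE 0.99, FDR-adjusted P-value = 0.40), 2.95 for CB-CF (0.587) and 2.46 for CB-HF (0.294) and did not pass in any of the contrasts with CB. When CB mouse 61 was left out, they were 1.54, 1.69 and 1.21 (FDR-adjusted P-value = 0.330, 0.835 and 0.326).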

Drd2 had negative differential expression in the contrasts CB-HB, CB-CF, and CB-HF indicating that either H genotype or F environment alone or the combination of H genotype and F environment can trigger over-expression of this gene relative to the C genotype or B environment. The similarity between Drd2 and Adora2a expression patterns observed in this study supports prior implications of antagonistic activity between these genes. Drd2 knockout mice exhibit impaired locomotion and coordinated movements and treatment with Adora2a antagonists rescues the behavioral parameters [55]. Both the Drd2 knockout mice and the Adora2a antagonist treatment are extreme cases of the low Drd2 and Adora2a expression levels observed in the C genotype and B environment. The phenotypic associations observed on the former empirical studies support the differential transcriptional patterns between running genotype-environment groups uncovered in the present study.

The positive association between Drd2 level and motivation to run supports prior work on the effect of Drd2 in addiction and reward-dependent behaviors. Mice selectively bred for excessive exercise or obesity exhibit dopaminergic dysregulation [23]. Exercise elevates striatal dopamine D2 receptors in a mouse model of Parkinson’s disease [56] and dopamine receptors have been repeatedly detected in the cerebellar cortex [5]. Drd2 has been associated with addiction to opioids, nicotine, and cocaine [57] and mRNA encoding for Drd2 increase in response to cocaine treatment [58]. Studies of cerebellum in mice administered cocaine determined dysregulation in cerebral regions that have dopamine-signaling proteins [6, 59, 60]. In mice lacking D2 receptors, the rewarding properties of morphine were reduced [61]. The previous reports of positive associations between Drd2 levels and exercise and drugs of abuse are consistent with our findings of positive associations with high activity genotype and environment that may initiate, activate, and facilitate an inclination towards activity.

Copine 4 and 5 (Cpne4 and Cpne5, respectively) exhibited profiles similar to those observed in Adora2a and Drd2 (Table 1). 

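Cpne4 and Cpne5 encode calcium-dependent membrane-binding proteins (chromosome 9: 104569788 to 105034544 and chromosome 17: 29156521 to 29237790). Cpne4 measured 17.6 FPKM in CB mouse 61 against 0.104 to 0.667 in all other libraries, and Cpne5 32.6 against 0.0237 to 1.57. The CB-HB and CB-CF log2 fold changes were 1.61 and 2.36 for Cpne4 (SE 0.92, FDR-adjusted P-value = 0.578 and 0.587) and 2.95 and 3.24 for Cpne5 (SE 1.19, FDR-adjusted P-value = 0.466 and 0.587), so neither gene passed. Without CB mouse 61 the values were 0.31 and 1.07 for Cpne4 and 1.56 and 1.85 for Cpne5. The log2 ratio of group means for HB over HF was -0.12 for Cpne4 and -0.38 for Cpne5.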

Albeit less studied than Adora2a and Drd2, reports that genetic variants in Cpne5 were associated with alcohol dependence and obesity [62]. 

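Cdh13 encodes a cadherin without a transmembrane domain (chromosome 8: 118283755 to 119323448) and was expressed in every library, at 3.07 to 4.14 FPKM in CB mice 49, 15 and 11, 2.35 to 3.53 in HB, 2.62 to 3.01 in CF and 2.58 to 4.43 in HF, with 31.8 in CB mouse 61. Its interaction value was 1.15 (SE 0.77, FDR-adjusted P-value = 0.819) and did not pass, with 0.36 (1.00) without CB mouse 61. The CB-HB log2 fold change of Cdh13 was 0.96 (0.575), and 0.17 without CB mouse 61.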

Cadherin 13 (Cdh13) exhibited a genotype-by-environment interaction effect and has been associated with d-amphetamine response [63] and with hyperactive or impulsive symptoms in attention deficit hyperactivity disorder cases [64]. The previous findings confirm the premise of a molecular link between high voluntary activity and goal- and reward-motivated behaviors through the cerebellum suggested in previous reports [22] and investigated in this study.

Another recurrent interaction profile displayed by transcripts such as Rho GTPase activating protein 8 (Arhgap8) and Stearoyl-coenzyme A desaturase 4 (Scd4) encompassed simultaneous gene over-expression in the CB-HB and CF-HF contrasts. 

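Arhgap8, a Rho GTPase activating protein gene (chromosome 15: 84732888 to 84772207), and Scd4, a fatty acid desaturase gene (chromosome 19: 44333326 to 44346743), were nearly absent from the C mice other than CB mouse 61 and present in all H mice. Scd4 rose from 0.0697 ± 0.0203 FPKM in CF to 1.81 ± 0.545 in HF (log2 fold change = -3.44, SE 0.49, FDR-adjusted P-value = 0.00542) and from 0.266 ± 0.413 in CB to 2.04 ± 0.401 in HB (log2 fold change = -3.08, SE 0.49, FDR-adjusted P-value = 0.0184), the latter call being lost when CB mouse 49, CB mouse 11 or any 1 of the HB mice was left out (0.0505 to 0.0698). Arhgap8 rose from 0.0379 ± 0.0227 FPKM in CF to 2.00 ± 0.542 in HF (log2 fold change = -3.90, SE 0.64, FDR-adjusted P-value = 0.0120), while its CB-HB value (CB 0.392 ± 0.713, HB 1.54 ± 0.331 FPKM; log2 fold change = -2.72, SE 0.64, FDR-adjusted P-value = 0.113) did not pass with CB mouse 61 and did without it (-3.61, FDR-adjusted P-value = 2.7e-06). CB mouse 61 measured 1.46 FPKM of Arhgap8, within the range of the HB mice (1.16 to 1.97), and 0.885 of Scd4, below the HB mice (1.60 to 2.40), while the other CB mice measured 0 to 0.0644 and 0.0458 to 0.0817. With CB mouse 61 left out, the CB-HB value of Scd4 was -3.74 (FDR-adjusted P-value = 1.2e-06). Over C-H, the log2 fold change was -3.26 for Scd4 (FDR-adjusted P-value = 2.2e-04) and -3.31 for Arhgap8 (0.00119), and neither gene's interaction value passed (0.885 and 0.819). The list of Arhgap8, Scd4, Cyp11a1 and Padi4, chosen by the study on these samples and so not independent evidence, had a C-H median of -3.28 (camera FDR-adjusted P-value = 2.6e-09; 0.0308 with an estimated correlation), with all 4 higher in H both over all transcripts and adjusted over the list alone.

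**Figure D3:**
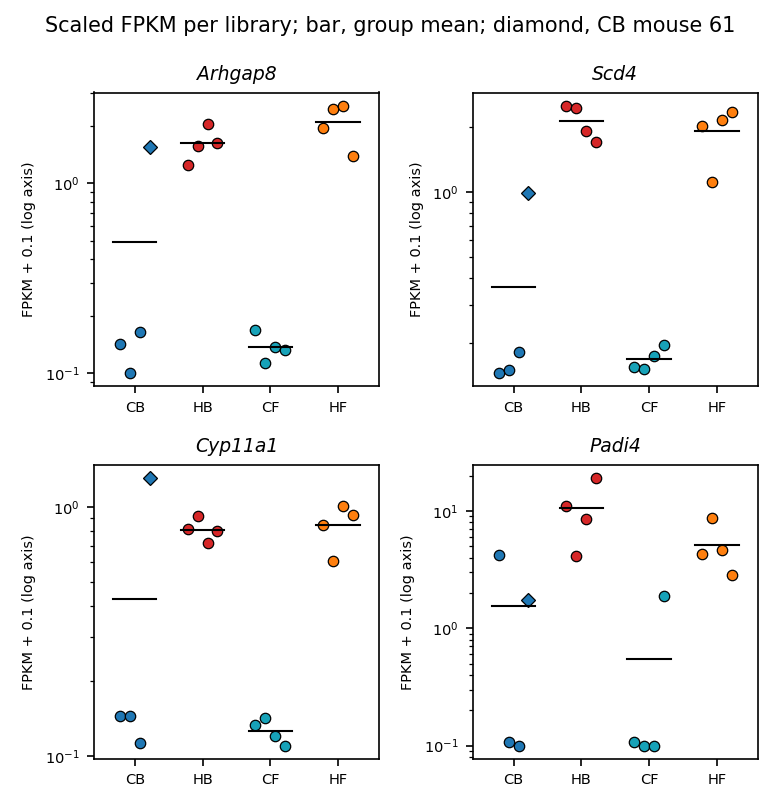
Scaled FPKM + 0.1 of Arhgap8, Scd4, Cyp11a1 and Padi4 in each library of the 4 groups, on a log axis. Bars are group means and the diamond is CB mouse 61.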

Rho GTPase signaling is impaired in the cerebellum of a mice model of fetal alcohol syndrome [65] and several RhoGAPs are coded by the white rabbit gene in Drosophila, a gene that plays a key role in the regulation of both stimulant and sedative behaviors such as motor incoordination induced by ethanol [66]. Moreover, a study of the brain from mice with exercise-induced fatigue uncovered differential expression of Scd4 between fatigued and control mice [67]. The previous trends are consistent with our observations that Arhgap8 and Scd4 were over-expressed in mice from the C genotype compared to the H genotype in both activity environments.

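Cyp11a1, whose enzyme starts steroid synthesis by cleaving the cholesterol side chain (chromosome 9: 58015017 to 58027023), was higher in the H than in the C genotype (C-H log2 fold change = -2.25, SE 0.41, FDR-adjusted P-value = 0.00999), with means ± SD of 0.326 ± 0.584 FPKM in CB, 0.711 ± 0.0840 in HB, 0.0264 ± 0.0139 in CF and 0.747 ± 0.173 in HF. Within environments, CF-HF (-2.73, FDR-adjusted P-value = 0.0513) and CB-HB (-1.78, 0.339) did not pass, but CF-HF passed with FPKM as deposited (0.0415), quantile normalization (0.0418), a pseudocount of 0.01 (0.0418), summed FPKM (0.0307) and CB mouse 49 left out (0.0464). CB mouse 61 measured 1.20 FPKM and the other CB mice 0.0130 to 0.0450, and without CB mouse 61 the CB-HB value was -2.61 (2.6e-06) and the CF-HF value passed (6.5e-07). The neurosteroid synthesis genes, among them Fdx1, Fdxr, Srd5a1 and Tspo, had a C-H median of -0.22 over 7 genes (camera FDR-adjusted P-value = 0.00384; 0.0416 with an estimated correlation), with 1 member higher in H over all transcripts and 2 adjusted over the list alone. When CB mouse 61 was left out, the median was -0.20 and the list no longer passed (0.0500; 0.243 with an estimated correlation).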

Cytochrome P450, family 11, subfamily a, polypeptide 1 (Cyp11a1) was also over-expressed in the C genotype compared to the H genotype in both environments. The cerebellum hosts enzymatic process that allow neurosteroid synthesis and within this process the cholesterol side chain cleavage enzyme Cyp11a1 enables the production of pregnenolone. Alterations of the neurosteroidogenesis-related proteins are speculated to participate in dysregulated locomotor coordination involving cerebellar functions [68]. Also related to hormone processes, Peptidyl arginine deiminase, type IV (Padi4) exhibited the same pattern as Arhgap8 and Cyp11a1. 

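Padi4, a gene for an enzyme that converts arginine to citrulline (chromosome 4: 140745508 to 140774203), had a mean ± SD of 1.45 ± 1.95 FPKM in CB, 10.6 ± 6.24 in HB, 0.445 ± 0.885 in CF and 5.01 ± 2.49 in HF. It was higher in H over both environments (C-H log2 fold change = -4.30, SE 0.86, FDR-adjusted P-value = 0.0176; -4.59, 0.00800 without CB mouse 61). Within environments the C mice ranged from 0 to 4.14 FPKM in CB and 0 to 1.77 in CF and the H mice from 4.02 to 18.9 in HB and 2.72 to 8.55 in HF, and neither CB-HB (-4.13, FDR-adjusted P-value = 0.254) nor CF-HF (-4.47, 0.163) passed.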

Padi4 plays a role in hormone-induced transcription [69] and is a maker of oxidative stress, a process associated with drug addiction and psychiatric disorders [70, 71].

The expression of various neuropeptide prohormones and related receptor genes exhibited significant genotype-by-environment interaction. Prohormones included: adenylate cyclase activating polypeptide 1 (Adcyap1), cholecystokinin (Cck), somatostatin (Sst), VGF nerve growth factor inducible (Vgf), neuropeptide Y (Npy), neurotensin (Nts), proenkephalin (Penk), and tachykinin 2 (Tac2). 

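Among the prohormone genes, Adcyap1 (chromosome 17: 93199422 to 93205489), which encodes the pituitary adenylate cyclase-activating peptide, was higher in the C than in the H genotype (log2 fold change = 2.00, SE 0.45, FDR-adjusted P-value = 0.0368 for C-H), with 2.94 ± 1.57 FPKM in CB, 1.77 ± 0.204 in CF, 0.589 ± 0.270 in HB and 0.664 ± 0.714 in HF; its interaction value was 0.19 and did not pass (0.968). The interaction values of Cck (1.05, FDR-adjusted P-value = 0.819), Sst (2.74, 0.819), Vgf (1.21, 0.819), Npy (1.58, 0.819), Nts (2.89, 0.819), Penk (1.11, 0.819) and Tac2 (2.36, 0.819) were positive and did not pass either. In CB mouse 61, FPKM against the range of the other CB mice was 690.0 against 68.0 to 86.0 for Penk (chromosome 4: 4133536 to 4138815), 462 against 2.73 to 14.8 for Sst (chromosome 16: 23889581 to 23890844), 245 against 28.1 to 36.5 for Cck, 184 against 10.6 to 12.0 for Npy, 109 against 5.65 to 7.17 for Vgf, 12.8 against 0.199 to 0.716 for Nts and 6.80 against 0.148 to 0.645 for Tac2. This set of 8 genes, chosen by the study on these samples and so not independent evidence, had a median interaction value of 1.40 (camera FDR-adjusted P-value = 4.1e-04; 0.506 with an estimated correlation; 0.45, 1.2e-04 without CB mouse 61), with 0 passing adjusted over the list alone. The wider list of 27 neuropeptide precursor genes, which adds genes such as Scg5, Chgb and Pcsk1n, had a median of 1.10 (3.8e-06; 0.506 with an estimated correlation; 0.32, 3.6e-05 without CB mouse 61).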

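Against HB, CF and HF, the CB group had the higher mean of Penk, Sst, Cck, Npy, Vgf, Nts, Tac2 and Adcyap1, and none of the contrasts with CB passed in the main fit. On FPKM summed over transcripts, an alternative chosen after the values were seen, Adcyap1 passed for CB-HB (2.09, FDR-adjusted P-value = 0.0205) and CB-HF (1.83, 0.0281), as it did for CB-HF without HF mouse 2 (3.10, 0.0331). The prohormone medians were 1.38 for CB-HB (camera FDR-adjusted P-value = 0.00282), 1.27 for CB-CF (8.4e-05) and 1.21 for CB-HF (0.0172), calls that did not hold with an estimated correlation (0.477, 0.344 and 0.574). Adjusted over the list alone, 1 gene passed for CB-HB, 0 for CB-CF and 1 for CB-HF. Without CB mouse 61 the CB-HB median was 0.37 with the test pointing down (0.703), and some genes reversed: Npy was lower in the remaining CB mice than in HF (-0.89, FDR-adjusted P-value = 0.0161), as was Cck (-0.54, 0.0129), and C-H then gave -0.95 for Npy (4.7e-04), -0.57 for Cck (3.5e-04) and -0.61 for Vgf (0.0270). The remaining CB mice measured 11.2 ± 0.752 FPKM of Npy against 21.3 ± 5.86 in HF, and 33.0 ± 4.32 of Cck against 47.7 ± 5.91. For CB-CF the values without CB mouse 61 were 1.49 for Nts, 1.16 for Tac2, 1.06 for Sst and 0.22 for Penk, none passing.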

The profile of these genes was characterized by significant under-expression in the CB group relative to the HB, CF and HF groups-HB and CB-CF contrasts. This profile suggests that the H genotype and F environment, individually or in combination, result in an elevation of the expression of these neuropeptide genes relative to the combination of baseline activity genotype and environment. Also, for neuropeptide genes, selection-control line differences in a non-reward environment elicited a transcriptome response similar to reward availability among unselected mice. This comparable impact of H genotype and F environment supports the paradigm that the running genotypes studied can serve as model for running availability environment and associated addiction and reward-dependent behaviors.

The gene expression trends observed in this study were consistent with previous studies of other strains of mice that considered neuropeptides in the cerebellum and addiction processes. The expression in the cerebellum of neuropeptides encoded in prohormone genes such as Penk, Npy, Nts, Sst, and Cck is well-reported [72] and associations with reward-dependent behaviors has been reported. Penk knock-out mice exhibit lower cannabinoid withdrawal syndrome than the corresponding wild type mice [73]. Npy, a peptide widely expressed in the cerebellum, modulates many functions and behaviors including anxiety that is associated with reward withdrawal conditions [74]. Moreover, the expression of Npy in the hypothalamus has been correlated with increased wheel running in rats [75]. A study of mice deficient in Sst demonstrated motor learning impairment, a function controlled by the cerebellum [76].

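Of the neuropeptide receptor genes, Gcgr, the glucagon receptor gene (chromosome 11: 120530727 to 120538984), rose from 0.114 ± 0.0819 FPKM in CB to 0.549 ± 0.0493 in HB (log2 fold change = -1.69, SE 0.32, FDR-adjusted P-value = 0.0433; -1.42, 0.0139 without CB mouse 61) and was higher in the H genotype (C-H -1.51, FDR-adjusted P-value = 0.00237), but its CB-HB call was lost with a pseudocount of 0.01 (0.120), without a filter on the mean (0.0519), with summed FPKM (0.0959) and when any 1 of 13 libraries was left out (0.0538 to 0.135). Vipr1 did not pass with CB mouse 61 and was higher in C without it (C-H 0.86, FDR-adjusted P-value = 0.168; 0.60, 0.0271 with that library left out). Vipr2 (0.162 FPKM in CB mouse 61 and 1.28 to 4.79 in the other libraries), Crhr2 (0 to 0.513 FPKM over all libraries), Npy1r (6.48 FPKM in CB mouse 61 and 0.448 to 1.03 in the others) and Oprd1 (5.19 and 0.163 to 0.356) did not pass in any contrast. None of the receptors' interaction values passed (FDR-adjusted P-value = 0.819 or higher). For C-H the median of Gcgr, Vipr1, Vipr2, Crhr2, Npy1r and Oprd1, a set chosen by the study on these samples and so not independent evidence, was 0.22 and its mean 0.05, whereas the camera test pointed down (FDR-adjusted P-value = 0.979), with 1 member higher and 1 lower in C adjusted over the list alone. Over 26 neuropeptide receptor genes, Ntsr2 and Sstr3 (0.44, FDR-adjusted P-value = 0.0304) were higher and Gcgr lower in C, the same number as adjusted over the list alone, and the median was 0.34 (0.0354; 0.827 with an estimated correlation; 0.01, 0.70 without CB mouse 61).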

Transcripts of neuropeptide receptors, such as glucagon receptor (Gcgr), vasoactive intestinal peptide receptors 1 and 2 (Vipr1 and Vipr2), corticotropin releasing hormone receptor 2 (Crhr2), Npy receptor Npy1r, and opioid receptor delta 1 (Oprd1) also exhibited significant genotype-by-environment interaction effects and patterns similar to those detected in neuropeptide genes. Oprd1 modulates substance dependence risk [77]. Cerebellar astrocytes secrete neuroactive and vasoactive peptides including Npy in response to oxidative stress conditions [78]. Npy receptor knockout mice exhibited faster disappearance and reappearance of cocaine-induced conditioned place-preference and these receptors are expressed in the cerebellum [79]. Glucagon, vasoactive intestinal peptide, and secretin belong to the same family of bioactive peptides that have high homology and secretin receptors are abundant in the cerebellum [80]. Hemogloblin (Hba) A and B also exhibited significant genotype-by-environment interaction and prior studies have reported hemoglobin in mouse cerebellum [81]This result may imply the presence of peptides derived from hemoglobin, such as hemopressin, that have an important role in binding cannabinoid receptors [82–84]. These genes were over-expressed CF-HF indicating that selection has resulted in lower levels of hemogloblin gene expression in an environment where the activity reward is available.

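The hemoglobin genes were expressed in every library, and their SD in HF exceeded the difference between the CF and HF means. Hba-a1 (chromosome 11: 32283672 to 32284493) measured 151 ± 47.7 FPKM in CF and 244 ± 114 in HF (CF-HF log2 fold change = -0.65, SE 0.33, FDR-adjusted P-value = 0.662), Hba-a2 74.2 ± 20.3 and 130.1 ± 61.8 (-0.75, 0.493), Hbb-bs (chromosome 7: 103826523 to 103827928) 149 ± 60.1 and 243 ± 99.5 (-0.72, 0.583) and Hbb-bt 62.7 ± 26.0 and 99.0 ± 42.6 (-0.66, 0.680), so all 4 were higher in HF without passing. The highest library was HF mouse 2 (412 FPKM of Hba-a1), the other HF mice ranged from 169 to 210.4, and CB mouse 61 measured 238. No interaction value passed (FDR-adjusted P-value = 0.868 for Hba-a1 and 0.847 for Hbb-bs).

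**Figure D4:**
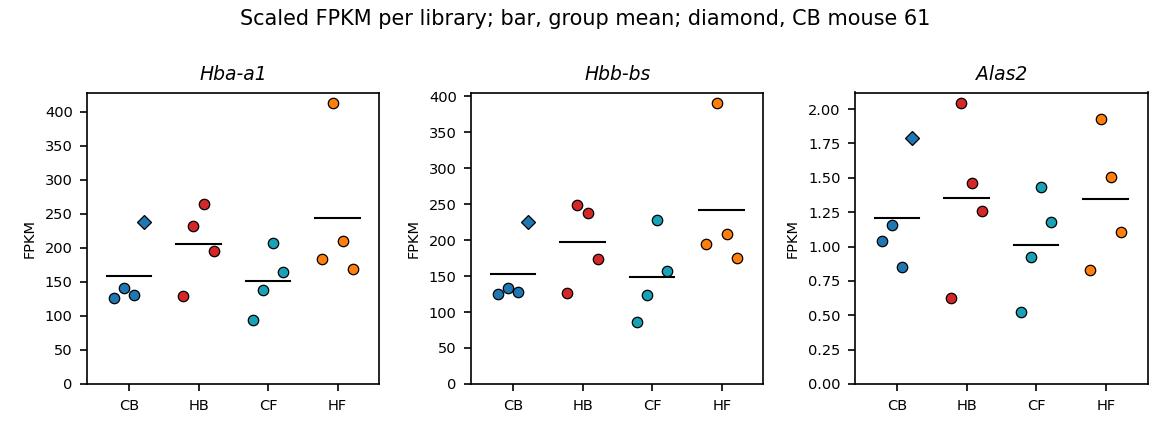
Scaled FPKM of Hba-a1, Hbb-bs and Alas2 in each library of the 4 groups. Bars are group means and the diamond is CB mouse 61.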

Fig 1 presents a Venn diagram illustrating the differentially (FDR-adjusted P-value < 0.05) expressed genes shared between CF-HF, CB-HB, and HB-HF contrasts. The limited overlap between contrasts depicted in this diagram confirms that many of the differences in gene expression between activity genotypes are dependent on the environment. While 5 genes were differentially expressed in all 3 contrasts, 68 genes were differentially expressed in both activity genotype contrasts (CB-HB and CF-HF). This overlap offers insights into molecular mechanisms affected by activity genotype that are shared across activity availability environments. 

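Transcripts of Scd4, Znhit1 (uc009abi.1), Cntn6 (uc012ept.1) and D930016D06Rik (uc008ykp.2) passed in both CB-HB and CF-HF, as did Scd3 (-2.59 and -2.63), a neighbor of Scd4, the neuropeptide S receptor gene Npsr1 (3.06 and 2.59) and the collagen gene Col13a1 (-2.27 and -1.84), which were chosen after their values were seen. Another Scd3 transcript (uc008hpo.1) was higher in C (C-H 4.91, FDR-adjusted P-value = 0.00119), and summed FPKM of Scd3 gave -0.75 (0.0485) for C-H. In all, 55 transcripts passed in both contrasts, every one in the same direction, where 0.595 would be shared if the contrasts were independent (0.155 higher in C and 0.140 lower in C in both). In 20 simulated data sets without differences between the groups the highest number shared was 0. Almost nothing passes the threshold in such data, so this 0 was fixed in advance and gives no chance level for the overlap. With CB mouse 61 left out, 335 transcripts were shared, 333 in the same direction, against 15.1 under independence, while omission of any 1 of 12 other libraries gave 27 (HB mouse 60) to 36 (CF mouse 30). CB-HB, CF-HF and HB-HF together shared 0 transcripts, and 1 without CB mouse 61.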

Among the genes differentially expressed between activity genotypes in both environments, Neurogranin (Nrgn) and Dendrin (Ddn) appear in the list of genes exhibiting the most significant interaction effect (FDR-adjusted P-value < 0.005, average log2(fold change) > |2|) presented in Table 1. Both Nrgn and Ddn displayed the previously described frequent interaction profile including negative differential expression in the contrasts CB-HB and CB-CF.

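Nrgn, a calmodulin-binding gene of forebrain neurons (chromosome 9: 37544493 to 37552745), measured 869 FPKM in CB mouse 61, 3.31 to 22.8 in the other CB mice, 2.68 to 16.3 in HB, 3.06 to 4.53 in CF and 3.07 to 40.9 in HF, where HF mouse 2 was the highest. Ddn, a postsynaptic protein gene (chromosome 15: 98803782 to 98807925), measured 502 FPKM in CB mouse 61, 13.6 in CB mouse 49, 16.1 in CB mouse 11, 7.69 in HB mouse 60 and 1.68 in HF mouse 2, and was listed at 0 in the other 11 libraries, all CF mice among them. Nrgn log2 fold changes were 2.77 for CB-HB (SE 1.31, FDR-adjusted P-value = 0.532), 3.17 for CB-CF (0.587) and -0.68 for CF-HF (0.998). Neither gene passed in a contrast (Ddn FDR-adjusted P-value = 0.472 for CB-HB, 0.587 for CB-CF and 1.00 for CF-HF). When CB mouse 61 was left out, the Nrgn values were 1.23 for CB-HB and 1.62 for CB-CF.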

**Fig 1:**
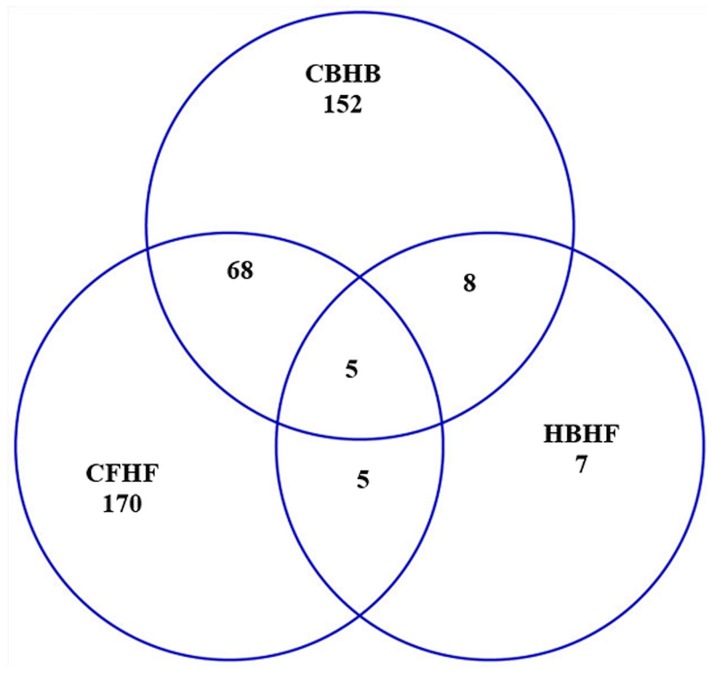
Number of significantly differentially (FDR-adjusted P-value < 0.05) expressed genes that overlap between low activity control genotype-high activity environment and high activity genotype- high activity environment (CF-HF), low activity control genotype-low activity environment and high activity genotype- low activity environment (CB-HB), and high activity genotype-low activity environment and high activity genotype- high activity environment (HB-HF).

The Ddn profile observed in this study is consistent with reports that this gene is over-expressed in response to 3,4-Methylenedioxymethamphetamine (‘ecstasy’) in the dorsal raphe nucleus of mice [85]. The neuropeptide-like peptide Nrgn is expressed in murine Golgi cells that are GABAergic interneurons [86] and ablation of these Golgi cells results in severe motor disorders and inability to perform compound movements [87]. Nrgn is also associated with alcohol addiction through the role in synaptic plasticity and signal transduction processes [88]. The under-expression of Nrgn in the C genotype and B environment is consistent with limited motor coordination and movements observed in mice without Nrgn-rich Golgi cells previously reported. This finding, together with the association between addiction behaviors and Nrgn and Dnd, support the hypothesis that the genotypes and environments compared in this study offer insights into transcriptome underlying locomotor and reward-dependent phenotypes.

The consideration of the 3 genotype-by-environment pairwise contrasts that include the baseline CB group offers a complementary view of the impact of activity interaction effects. Fig 2 illustrates the overlap in differentially (FDR-adjusted P-value < 0.05) expressed genes between all 3 contrasts that include the CB baseline group. Overall, 164 differentially expressed genes were shared between all 3 contrasts involving the genotype-environment combination CB, suggesting that either H genotype, F environment, or the combination of both conditions can elicit similar transcriptome changes relative to the CB baseline. Furthermore, this complementary perspective confirms that genotypic make-up leading to high voluntary activity is associated with changes in gene expression comparable to environmental wheel running restriction following a period of availability.

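Transcripts that passed in more than one contrast with CB did so against the H groups. Scd4, Usp2 (uc009pbn.1), Nprl3 (uc007ijh.1), Znhit1 (uc009abi.1) and Cntn6 (uc012ept.1) passed in both CB-HB and CB-HF and not in CB-CF, and Usp2 was near the H level in CF mice 30 and 25 as well. CB-HB, CB-CF and CB-HF together shared 0 transcripts, since 0 passed for CB-CF. CB-HB and CB-HF shared 68 transcripts, all in the same direction (0.130 expected higher and 0.128 lower in CB under independence), although both contrasts use the same CB libraries. Without CB mouse 61, 5 transcripts were shared by all 3 contrasts, all in the same direction, and 385 by CB-HB and CB-HF. From 68 with all libraries, the number shared by CB-HB and CB-HF fell to 28 without HB mouse 48, 30 without HB mouse 60, 31 without HB mouse 63, 36 without HB mouse 28, 33 without CB mouse 49, 40 without CB mouse 11, 45 without CF mouse 27, 44 without HF mouse 12, 41 without HF mouse 40 and 39 without HF mouse 43.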

**Fig 2:**
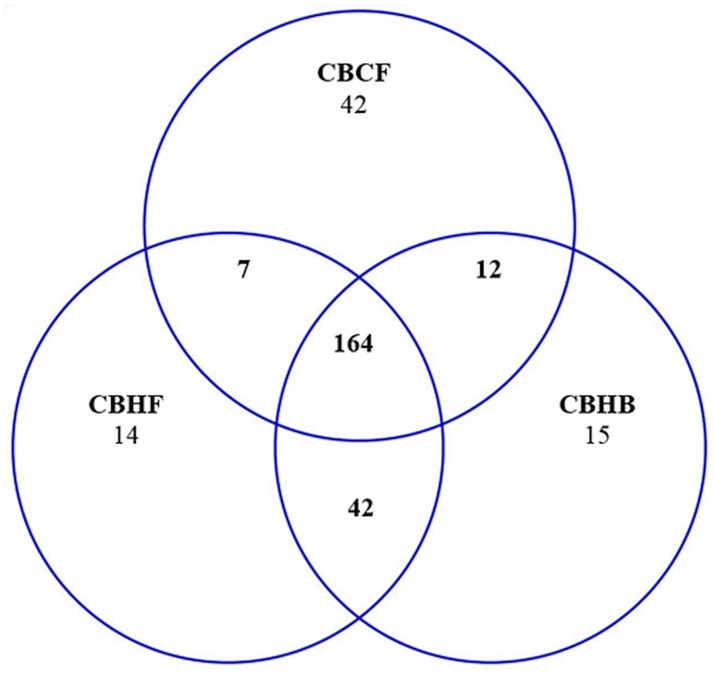
Number of significantly differentially (FDR-adjusted P-value < 0.05) expressed genes that overlap between low activity control genotype-low activity environment and high activity genotype- low activity environment (CB-HB), low activity control genotype-low activity environment and low activity control genotype- high activity environment (CB-CF), and low activity control genotype-low activity environment and high activity genotype- high activity environment (CB-HF).

### Functional categories enriched among genes exhibiting activity genotype-by-environment interaction effects

The functional categories enriched among the genes exhibiting significant genotype-by environment interaction included processes associated with motor control and reward-dependent behaviors. This finding confirms the role of the cerebellum in locomotor regulation and offers evidence that the cerebellum also plays a role in molecular signaling connected with addictive behaviors [1]. Table 2 lists selected categories and functional clusters that were enriched among the genes exhibiting significant interaction (FDR-adjusted P-value < 0.05) by orthogonal contrast (CB-HB, CF-HF, and HB-HF) and that have an enrichment score > 1.5. A complete list of terms and enriched clusters is presented in **Table B** in S1 File.

**Table 2:** Functional clusters that have enrichment score > 1.5 and corresponding Gene Ontology (GO) biological process (BP), molecular function (MF) Functional Annotation Tool (FAT) categories, and KEGG pathways among the genes that exhibited significant genotype-by-environment interaction (FDR-adjusted P-value < 0.05) and differentially expressed (FDR-adjusted P-value < 0.05) in the 3 orthogonal genotype-by-environment contrasts (CB-HB, CF-HF, and HB-HF).

Contrast and Category	Term	Count	P-value	FDR P-value
CB-HB				
Cluster 1	Enrichment Score: 3.16			
GO BP FAT	GO:0030814~regulation of cAMP metabolic process	8	4.77E-06	0.01
GO BP FAT	GO:0007626~locomotory behavior	11	1.53E-04	0.24
GO BP FAT	GO:0050905~neuromuscular process	4	2.26E-02	1.00
Cluster 2	Enrichment Score: 2.62			
KEGG	mmu04080:Neuroactive ligand-receptor interaction	15	3.60E-07	0.0003
GO BP FAT	GO:0007186~G-protein coupled receptor protein signaling pathway	25	1.29E-01	1.00
Cluster 3	Enrichment Score: 2.03			
GO BP FAT	GO:0051588~regulation of neurotransmitter transport	5	6.28E-05	0.10
KEGG	mmu04020:Calcium signaling pathway	9	8.44E-04	0.90
GO BP FAT	GO:0031644~regulation of neurological system process	7	9.84E-04	1.00
GO BP FAT	GO:0042493~response to drug	3	2.22E-01	1.00
Cluster 4	Enrichment Score: 1.99			
GO MF FAT	GO:0042165~neurotransmitter binding	6	2.17E-03	1.00
GO MF FAT	GO:0042923~neuropeptide binding	4	7.23E-03	1.00
Cluster 5	Enrichment Score: 1.66			
GO BP FAT	GO:0007610~behavior	16	1.42E-05	0.02
Cluster 6	Enrichment Score: 1.58			
GO BP FAT	GO:0007631~feeding behavior	5	1.71E-03	1.00
CF-HF				
Cluster 1	Enrichment Score: 1.86			
GO BP FAT	GO:0015669~gas transport	4	3.21E-04	0.51
GO MF FAT	GO:0005344~oxygen transporter activity	3	5.85E-03	1.00

Central themes among the genes differentially expressed in the CB-HB contrast are the enrichment of regulation of locomotor behavior, neurotransmitter and neuropeptide binding processes, cyclic adenosine monophosphate (cAMP) metabolic process, neuro-related process, and response to drug. 

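In the CB-HB contrast, neuropeptide and neurotransmitter receptor genes had positive medians and no member of these lists other than Gcgr passed. Monoamine and acetylcholine receptor genes, with Hrh3, Htr2c, Htr1b and Adra2c the most abundant, had a median of 0.54 over 22 genes, 19 of them positive (camera FDR-adjusted P-value = 1.6e-04), neuropeptide receptors such as Crhr1 and Adcyap1r1 0.74 over 26 (1.6e-04) and neuropeptide precursors 0.50 over 27 (1.3e-04), and with an estimated correlation none of the 3 passed (0.477 for each). Genes of cAMP metabolism such as Prkar1a, Adcy1 and Prkaca did not pass (median 0.12 over 29, 0.144). Adjusted over the list alone, 0 monoamine and acetylcholine receptors, 3 neuropeptide receptors and 0 precursors were higher in CB. Without CB mouse 61 the medians were 0.11 (0.218) for monoamine and acetylcholine receptors, 0.06 (0.288) for neuropeptide receptors, 0.04 (0.696) for precursors and -0.01 (0.958) for cAMP metabolism.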

Locomotor behavior and neurotransmitter and neuropeptide categories are consistent with our previous discussion at the individual gene level. Enrichment of cAMP is consistent with reports that dopamine 2-like receptors inhibit adenylate cyclase and thus reduce the concentration of cAMP whereas dopamine 1-like receptors have the opposite effect [89]. The results from the functional analysis of the CB-HB contrast are consistent with studies reporting association between physical activity and neurological system processes [90, 91]. Among the genes that exhibited a significant interaction effect, the high correlation of log2(fold change) between CB-HB and CB-CF and comparable enriched categories confirm that the processes impacted by the selection for high physical activity are similarly impacted by the availability of activity reward in the environment. 

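Mchr1, the melanin-concentrating hormone receptor gene (chromosome 15: 81235499 to 81238964), measured 17.1 FPKM in CB mouse 61 and 0.183 to 0.881 in the other libraries (CB-HB log2 fold change = 1.91, SE 0.83, FDR-adjusted P-value = 0.495; 0.75 without CB mouse 61), and Npy2r, a neuropeptide Y receptor gene, 3.13 and 0 to 0.333 (0.73, FDR-adjusted P-value = 0.722; -0.30 without CB mouse 61). In the same contrast the log2 fold change was 2.09 for Adcyap1 (0.284), 1.06 for Oprd1 (0.585), 0.35 for Npy (0.854), 0.73 for Npy1r (0.620), 0.71 for Penk (0.605) and 2.04 for Tac2 (0.444). All of these genes had the higher mean in CB and none passed, and without CB mouse 61 the values were 1.78 for Adcyap1, 0.13 for Oprd1, -0.66 for Npy, -0.06 for Npy1r, -0.08 for Penk and 1.08 for Tac2.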

Enrichment of neuropeptide signaling processes encompassed mostly under-expressed neuropeptide genes including Adcyap1, Oprd1, melanin-concentrating hormone receptor 1(Mchr1), Npy, Npy1r and Penk and over-expressed genes Npy2r and Tac2.

Weaker enrichment trends were observed among the genes differentially expressed in the CF-HF contrast meanwhile the limited number of differentially expressed genes prevented significant enrichment in the HB-HF contrast (Table 2). The enrichment oxygen transport processes with a predominance of genes under-expressed in the CF-HF contrast may be associated with regulation of locomotion. 

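Red cell genes other than Slc4a1 had the higher mean in HF than in CF, most of all the globin genes. The erythroid list had a CF-HF median of -0.66 over 6 genes (camera FDR-adjusted P-value = 0.0434), a call that was lost with an estimated correlation (0.981) or without CB mouse 61 (0.140), and no member passed over all transcripts or adjusted over the list alone. Alas2, the first enzyme of heme synthesis in red cells (chromosome X: 150547417 to 150570622), measured 1.01 ± 0.387 FPKM in CF and 1.34 ± 0.480 in HF (-0.39, FDR-adjusted P-value = 0.941), and Slc4a1, the red cell anion exchanger gene, 0.245 ± 0.0341 and 0.174 ± 0.0362 (0.34, FDR-adjusted P-value = 0.948). Across the 16 libraries, with the group means removed, the mean log2 level of the Hba genes was correlated with that of the Hbb genes (Pearson's r 0.973, permutation P-value = 1.0e-05, Spearman's rho 0.941, permutation P-value = 1.0e-05, and r 0.963 without the 2 libraries farthest from the median). It was also correlated with that of Alas2 (r 0.876, permutation P-value = 2.0e-05, rho 0.897, permutation P-value = 2.0e-05, and r 0.874 without the 2 farthest). Of these 2 relations, the larger P-value adjusted by Benjamini-Hochberg is 2.0e-05.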

The functional analyses offer a glimpse of how genetic selection for high voluntary running has altered the cerebellum molecular processes and may be behind the behavioral inclination, motivation, or addiction towards high physical activity as well as impacting their physical characteristics [15].

### Network of genes exhibiting activity genotype-by-environment interaction effects

Our previous findings offer insights into the expression profile of genes both individually and in functional clusters. Network analysis aids in understanding the relationship between genes and in assessing the connectivity among genes. The relationship among genes exhibiting significant (FDR-adjusted P-value < 0.05) activity genotype-by-environment interaction was depicted using networks. This visualization contributed to our understanding of the similarities in gene co-regulation between activity genotypes within the B and F environments (CB-HB and CF-HF in Figs 3 and 4, respectively) and between activity environments in the H genotype (HB-HF in Fig 5). Rectangular nodes represent the differentially expressed genes and edges represent the known associations between genes based on curated databases of molecular interactions.

**Fig 3:**
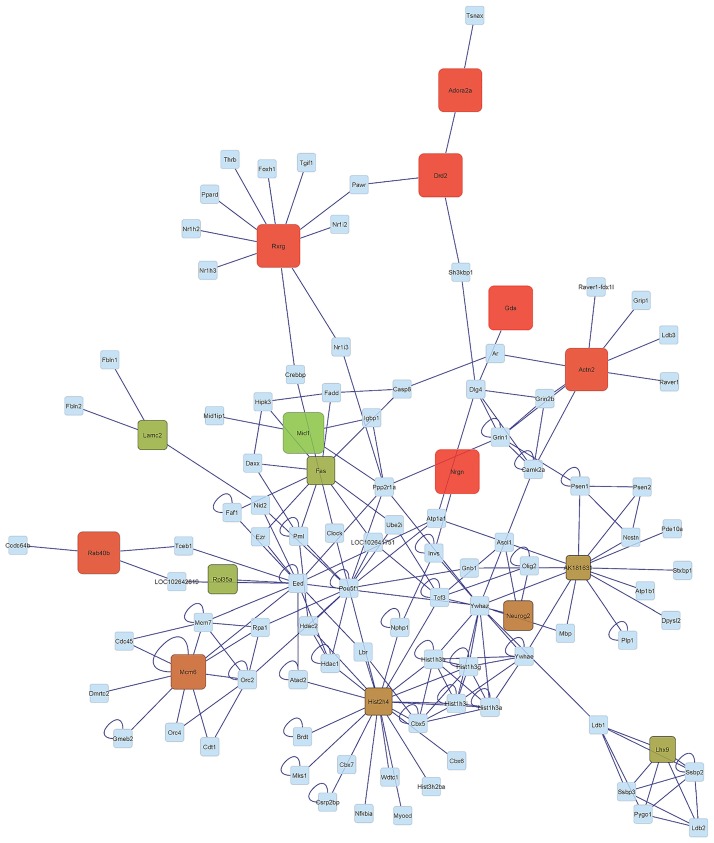
Network of genes significantly differentially expressed (FDR-adjusted P-value < 0.05) in the Control genotype-Blocked environment and High activity genotype-Blocked environment (CB-HB) orthogonal contrast. (Node Color: Red indicates under-expression, Green indicates over-expression, Gray indicates genes connecting differentially expressed gene but not differentially expressed in this study; Node Size: larger sizes indicates relatively higher fold changes, while smaller sizes indicates relatively smaller fold changes).

**Fig 4:**
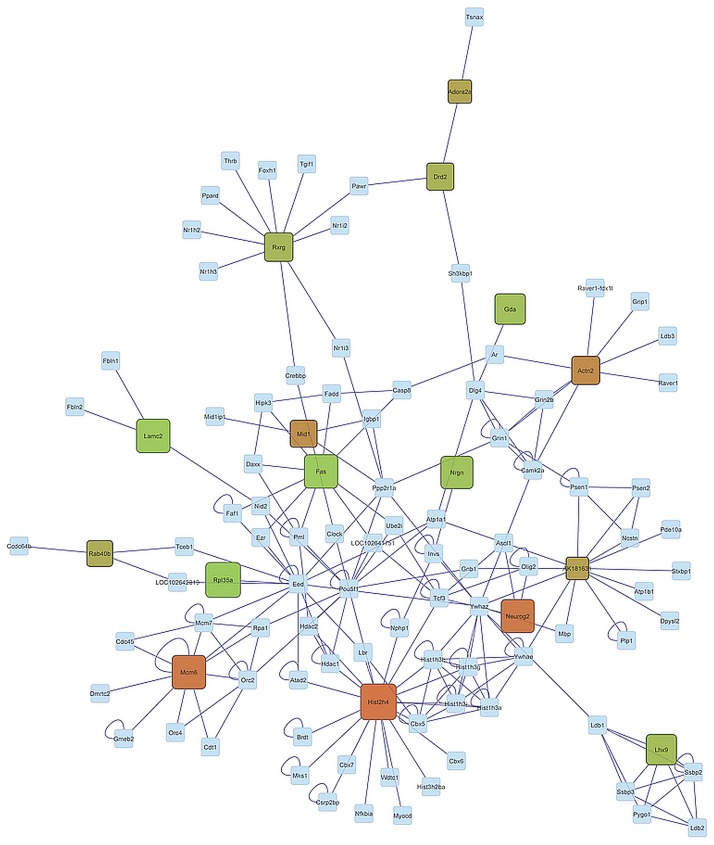
Gene network of genes significantly differentially expressed (FDR-adjusted P-value < 0.05) in the Control genotype-Free activity environment and High activity genotype-Free environment (CF-HF) orthogonal contrast. (Node Color: Red indicates under-expression, Green indicates over-expression, Gray indicates genes connecting differentially expressed gene but not differentially expressed in this study; Node Size: larger sizes indicates relatively higher fold changes, while smaller sizes indicates relatively smaller fold changes).

**Fig 5:**
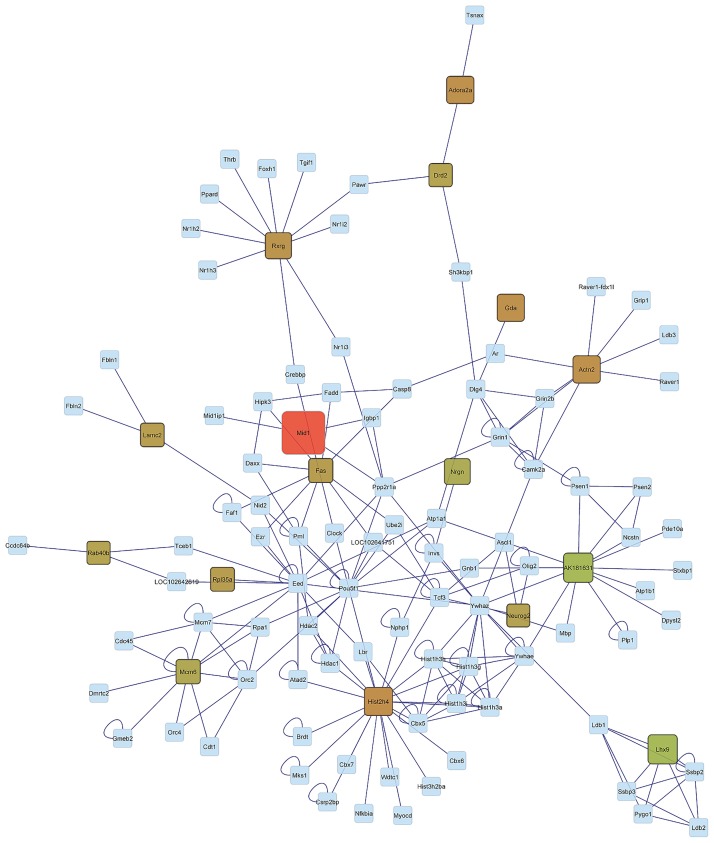
Gene network of genes significantly differentially expressed (FDR-adjusted P-value < 0.05) in the High activity genotype-Blocked environment and High activity genotype-Free environment (HB-HF) orthogonal contrast. (Node Color: Red indicates under-expression, Green indicates over-expression, Gray indicates genes connecting differentially expressed gene but not differentially expressed in this study; Node Size: larger sizes indicates relatively higher fold changes, while smaller sizes indicates relatively smaller fold changes).

The distribution of profiles in the networks CF-HF (comparing genotypes within the F environment) and CB-HB (comparing genotypes within the B genotype) appear more extreme meanwhile the distribution of profiles in the network HB-HF (comparing environments within the H genotype) appears intermediate. Meanwhile a number of genes are under-expressed in the CB-HB network, many genes are over-expressed in the CF-HF network. Also, the differential expression level appears more consistent across the CF-HF network than in the CB-HB network. These topologies confirm the differential response of the cerebellum transcriptome from the H genotype relative to the C genotype between activity environments.

The distribution of high differentially expressed genes between genotypes in the periphery of the network in the B environment (Fig 3) and in the center of the network in the H environment (Fig 4) offered insights into the interaction between genotype and environment. This comparison of topologies suggests that selection for high voluntary running is linked to a predominant dysregulation of hub genes in an environment that enables running whereas a dysregulation of ancillary genes is favored in an environment that blocks running. The premise that core components of a network are usually conserved and central in terms of functions, while periphery components are usually more variable and specialized [92] may offer insights into our finding that core genes tended to be dysregulated in the F environment while periphery genes tended to be dysregulated in the B environment. Based on this premise we postulate that expression changes in highly connected genes in the cerebellum of H genotype mice may be associated with the capacity of these mice to act upon their motivation to run and to execute high wheel running in the F environment

The evaluation of network components indicates that Laminin, Gamma 2 (Lamc2), Fas Cell Surface Death Receptor (Fas), and Ribosomal Protein L35a (Rpl35a) exhibited a similar differential pattern in the genotype contrast CB-HB and CF-HF. These genes were significantly over-expressed in mice from the H relative to the C genotype in both activity environments. 

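Lamc2, a laminin chain gene (chromosome 1: 153122756 to 153186447), rose from 0.250 ± 0.0134 FPKM in CF to 0.769 ± 0.0763 in HF (log2 fold change = -1.31, SE 0.22, FDR-adjusted P-value = 0.0149; 0.0508 and no longer passing without HF mouse 12), and its CB-HB difference (0.454 ± 0.221 and 0.847 ± 0.131 FPKM; -0.83, FDR-adjusted P-value = 0.188) passed without CB mouse 61 (-1.09, 4.4e-04), which measured 0.785 FPKM against 0.342 to 0.346 in the other CB mice. Fas, a death receptor gene (chromosome 19: 34290659 to 34327770), rose from 0.263 ± 0.0873 FPKM in CF to 0.853 ± 0.0634 in HF (log2 fold change = -1.42, SE 0.26, FDR-adjusted P-value = 0.0213), a call that was lost when any 1 of the HF mice, CF mouse 27 or CF mouse 25 was left out (0.0530 to 0.0766), while CB-HB did not pass (-0.66, 0.455). Over both environments both genes were higher in H (C-H -1.07, FDR-adjusted P-value = 0.00225 for Lamc2 and -1.04, 0.00830 for Fas). Rpl35a, a ribosomal protein gene (chromosome 16: 33056482 to 33060188), had means ± SD of 7.49 ± 3.21 FPKM in CB, 14.6 ± 6.57 in HB, 4.58 ± 0.463 in CF and 18.8 ± 8.54 in HF, and its C-H value (-1.37, 0.0574) passed without CB mouse 61 (-1.49, 0.0218), HF mouse 12 (0.0109) or HB mouse 63 (0.0160) and with FPKM as deposited (0.0472). Lamc2, Fas, Rpl35a and Lhx9, a set chosen by the study on these samples and so not independent evidence, had a C-H median of -1.06 (camera FDR-adjusted P-value = 3.6e-06; 0.0194 with an estimated correlation), with 2 higher in H over all transcripts and 3 adjusted over the list alone.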

The association of these genes with genotype activity dependence, irrespectively of reward availability in the environment suggests a fundamental disruption in the expression level that the environment is not able to offset. These genes have been associated with addictive behaviors. Lamc2 is down-regulated by acute nicotine exposure [93], Fas receptor proteins are modulated during opiate addiction in the rat brain [94], and Rpl35a was dysregulated in cell lines treated with nicotine [95]. 

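Lhx9, a LIM homeobox transcription factor gene (chromosome 1: 138825186 to 138847579), measured 0.155 to 0.328 FPKM in CF and 0.221 to 1.41 in HF, the highest value being that of HF mouse 2 and the other HF mice ranging from 0.221 to 0.298. The CF-HF log2 fold change was -0.66 (SE 0.49, FDR-adjusted P-value = 0.851) and did not pass. Among CB and HB mice Lhx9 measured 0.160 ± 0.115 and 0.248 ± 0.0421 FPKM (-0.57, 0.657).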

LIM Homeobox 9 (Lhx9) was also over-expressed in the CF-HF contrast. Lxhr9 regulates the neuropeptide orexin that is involved in arousal, appetite, wakefulness, and reward processes [96]. The involvement of orexin in arousal wakefulness and reward systems [97] makes this gene a good candidate to understand the molecular mechanisms underlying the motivation to run.

Further consideration of the network components uncovers 6 genes including Nrgn, Drd2, Retinoid X Receptor Gamma (Rxrg), Guanine Deaminase (Gda), Adora2a, and Ras-Related Protein Rab-40B (Rab40b) that display opposite patterns between the CB-HB and CF-HF gene networks. This pattern indicates that environmental activity availability impacted the change in expression level between C and H genotypes. These genes are over-expressed in CF-HF and under-expressed in CB-HB. These trends confirm that genotype differences must be evaluated in the environmental context and this context-dependency may be applicable to other addictive behaviors.

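Nrgn, Drd2, Rxrg, Gda, Adora2a and Rab40b had positive CB-HB and negative CF-HF log2 fold changes, and none passed in either contrast. The median of the set, which the study chose on these samples and which is therefore not independent evidence, was 2.45 for CB-HB (camera FDR-adjusted P-value = 2.4e-04; 0.477 with an estimated correlation; 1.06, 0.00954 without CB mouse 61) and -0.50 for CF-HF (0.542), with 0 genes passing adjusted over the list alone. Rab40b, a small GTPase gene (chromosome 11: 121356121 to 121388251), measured 7.31 ± 12.4 FPKM in CB, 0.576 ± 0.154 in HB, 0.437 ± 0.175 in CF and 0.670 ± 0.242 in HF (CB-HB log2 fold change = 1.92, SE 0.80, FDR-adjusted P-value = 0.480; CF-HF -0.52, FDR-adjusted P-value = 0.974), with 25.9 FPKM in CB mouse 61, and its CB-HB value was 0.79 without that library. The CF-HF value was -0.48 for Drd2 and -0.13 for Adora2a, below the SE of the contrast for each (0.99 and 0.98). HF mouse 2 stood apart from the other HF mice for this set (1.65 higher in mean log2 level of the set), and the CF-HF value of Nrgn, -0.68 with all libraries, was 0.22 without it.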

Among the genes that exhibited distinct patterns between the CB-HB and CF-HF networks, Gda and Rxrg were under-expressed in C relative to H genotype mice in the B environment but over-expressed in the H environment. 

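Gda, a purine metabolism gene (chromosome 19: 21391307 to 21472661), measured 50.5 FPKM in CB mouse 61, 0.125 to 1.61 in the other CB mice, 0.0954 to 0.883 in HB, 0.0998 to 0.123 in CF and 0.0928 to 0.812 in HF. Rxrg, a retinoid receptor gene of the striatum (chromosome 1: 167598362 to 167639623), measured 26.5, 0.127 to 1.58, 0.0425 to 0.857, 0.0713 to 0.149 and 0.0675 to 0.465 FPKM in the same order. CB-HB log2 fold changes were 2.5 for Gda (SE 1.19, FDR-adjusted P-value = 0.532) and 2.39 for Rxrg (SE 1.09, 0.520), and CF-HF values -0.58 (1.00) and -0.48 (1.00). With CB mouse 61 left out, the CB-HB values were 0.99 and 1.03, and no value passed.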

Under the premise that the comparison of H and C genotypes can help us understand reward dependent behaviors, the differential expression of Gda between genotypes in the B environment is consistent with a report of Gdaunder-expression in the brain of monkeys that self-administered cocaine [98]. Likewise, the differential expression of Rxrg between genotypes in the B environment is consistent with reports that over-expression of Rxrg in humans is associated with sensation seeking [99] and that Rxrg knock-out mice show impaired locomotion along with reduced dopamine signaling [100]. Also, ablation/loss of Rxrg signaling in mice leads to depressive behaviors due to the decreased dopamine signaling in the striatum, supporting the association of this gene with reward and pleasure [101]. In agreement with dopamine receptor trends previously described, Rxrg is a transcription factor that regulates striatal D1r gene expression [102] and retinoid receptors directly up-regulate Drd2 [103]. The present study uncovered several genes that exhibited environment-dependent differential expression between genotypes. This finding demonstrates the need to account for reward availability context or environments in studies of molecular mechanisms associated with high voluntary running. This finding is likely applicable to other genes and reward-dependent behaviors.

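Between the H groups, none of the genes discussed from the networks passed. HB-HF log2 fold changes were 0.20 for Scd4 (SE 0.49, FDR-adjusted P-value = 1.00), -0.34 for Arhgap8 (1.00), 0.12 for Lamc2 (1.00), 0.12 for Fas (1.00), -0.35 for Rpl35a (1.00) and -0.56 for Lhx9 (1.00), and -0.28 for Nrgn (1.00), -0.33 for Drd2 (1.00), 0.28 for Gda (1.00), 0.19 for Rxrg (1.00), 0.36 for Adora2a (1.00) and -0.17 for Rab40b (1.00). Median HB-HF values were -0.11 for Lamc2, Fas, Rpl35a and Lhx9 (camera FDR-adjusted P-value = 0.937) and 0.01 for Nrgn, Drd2, Gda, Rxrg, Adora2a and Rab40b (0.959).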

Most of the genes over- or under- expressed in the networks of activity genotype contrasts (CB-HB and CF-HF) are only intermediately differentially expressed between activity environments in the H genotype (HB-HF). This result is consistent with the overlap in differentially expressed genes between the 3 orthogonal contrasts presented in Fig 1. This result suggests that environment is not a major factor confounding the results of our genotype comparisons. The only exception is Midline 1 (Mid1). This gene was significantly over-expressed in the CB-HB contrast yet was significantly under-expressed in the HB-HF. 

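Mid1, a ubiquitin ligase gene of the X chromosome (chromosome X: 169879622 to 169990571), measured 0.673 to 1.96 FPKM in CB, 0.733 to 1.41 in CF, 0.847 to 3.15 in HF and 0.745 to 18.2 in HB, where HB mouse 63 (18.2) and HB mouse 28 (12.1) stood apart from HB mouse 60 (0.888) and HB mouse 48 (0.745). Its log2 fold change was -1.58 for CB-HB (SE 0.86, FDR-adjusted P-value = 0.563) and 1.38 for HB-HF (SE 0.86, 1.00), and neither passed. CB mouse 61 (1.30 FPKM) lay within the range of the other CB mice for this gene.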

In fact, Mid1 was the only significantly under-expressed gene in this network. This result could be linked to reports that Mid 1 is repressed in daDREAM mice that also exhibit significant suppression of neuromotor development early after birth [104]. Our finding suggests that a reward-available environment can counteract the dysregulation in Mid1 expression associated with high voluntary activity genotype.

### Effect of high voluntary activity genotype on the cerebellum transcriptome

In addition to environmental-dependent, differential expression patterns between activity genotypes that are environmental-independent were uncovered. Table 3 summarizes genes differentially expressed (log2(fold change) > |3| and FDR-adjusted P-value < 0.007) between low and high activity genotypes. A list of genes significantly differentially expressed at FDR-adjusted P-value < 0.05 is provided in **Table C** in S1 File. 

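Among the transcripts that passed for C-H, those higher in C included Znhit1 (uc009abi.1), Npsr1 and Ntsr2, and those lower in C included Scd4, Arhgap8, Padi4 and Cyp11a1. By direction, 243 higher and 219 lower in C passed, and with FPKM as deposited the balance turned to 227 higher and 282 lower. When CB mouse 61 was left out, 1703 passed, 903 higher and 800 lower in C. The 30 genes of Table 3 had the higher mean in C, with a median log2 ratio of the group means (C/H) of 4.03. That ratio was 0.84 without CB mouse 61, -0.08 from group medians and 1.01 from mean log2 values. Vdr, the vitamin D receptor gene (chromosome 15: 97854427 to 97908296), was the Table 3 gene whose ratio changed least (3.42 over all libraries, 3.58 without CB mouse 61, 3.46 from medians), and it measured 0.462 ± 0.287 FPKM in CB, 0.487 ± 0.0788 in CF, 0.0437 ± 0.0143 in HB and 0.0452 ± 0.0147 in HF (C-H log2 fold change = 1.88, SE 0.28, FDR-adjusted P-value = 0.00237). The ratios of Kcnv1, a potassium channel subunit gene, and Sp9, a transcription factor gene of forebrain interneurons, fell from 4.93 and 4.86 to 0.98 and 1.49 without CB mouse 61.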

The majority of the 183 differentially expressed genes were under-expressed in the C relative to the H genotype mice. Selected genes that exhibited differential expression between the genotype groups and that can offer insights into high activity genotype differences in the cerebellum transcriptome are discussed.

**Table 3:** Genes significantly differentially expressed (FDR-adjusted P-value < 0.007 and log2(fold change) > |3|) between mice from Control (C) and High (H) activity genotypes.

Gene Symbol	Gene Name	UCSC ID^a^	Log2 (C/H)	FDR P-value
Foxg1	forkhead box G1	uc007nmf.2/uc011ylr.1	-5.20	0.006
Kcnv1	potassium channel, subfamily V, member 1	uc007vql.2/uc007vqm.2	-4.89	0.006
Sp9	trans-acting transcription factor 9	uc008kcj.2	-4.81	0.006
Dlx1	distal-less homeobox 1	uc008kau.1/uc008kav.1	-4.80	0.006
Gpr6	G protein-coupled receptor 6	uc007exj.1	-4.71	0.006
Drd1	dopamine receptor D1	uc011yzm.2	-4.58	0.006
Zfp831	zinc finger protein 831	uc008ofh.1	-4.48	0.006
Cpne5	copine V	uc008bsj.2/uc008bsk.2	-4.47	0.006
Kcnj4	potassium inwardly-rectifying channel, subfamily J, member 4	uc007wtn.2	-4.42	0.006
Ankrd63	ankyrin repeat domain 63	uc008lsh.1	-4.40	0.006
Gda	guanine deaminase	uc008gyx.1	-4.30	0.006
Lrrc10b	leucine rich repeat containing 10B	uc012bio.2	-4.28	0.006
Kcnf1	potassium voltage-gated channel, subfamily F, member 1	uc007ncn.2	-4.27	0.006
Chrm1	cholinergic receptor, muscarinic 1, CNS	uc008gmf.2/uc008gmg.2	-4.20	0.006
Kcng1	potassium voltage-gated channel, subfamily G, member 1	uc008oat.1	-4.01	0.006
Dlx2	distal-less homeobox 2	uc008kax.2	-3.94	0.006
Rxrg	retinoid X receptor gamma	uc007dla.2/uc007dlb.2	-3.80	0.006
Adora2a	adenosine A2a receptor	uc007fqh.1	-3.76	0.006
Tbr1	T-box brain gene 1	uc008jvd.1	-3.72	0.006
Rprml	reprimo-like	uc007lvn.1	-3.60	0.006
Crhbp	corticotropin releasing hormone binding protein	uc007rmk.2	-3.56	0.006
Rtn4rl2	reticulon 4 receptor-like 2	uc008kjm.1	-3.46	0.006
Vdr	vitamin D receptor	uc007xlk.1	-3.41	0.006
Actn2	actinin alpha 2	uc007pli.1/uc007plj.1	-3.34	0.006
Ptprv	protein tyrosine phosphatase, receptor type, V	uc007csr.2	-3.32	0.006
Kcnh4	potassium voltage-gated channel, subfamily H (eag-related), member 4	uc007lmf.2	-3.18	0.006
Neurl1b	neuralized E3 ubiquitin protein ligase 1B	uc008bed.2	-3.17	0.006
Sst	somatostatin	uc007ytx.1	-3.11	0.006
D430019H16Rik	RIKEN cDNA D430019H16 gene	uc007oyk.2	-3.06	0.006
Prss12	protease, serine 12 neurotrypsin (motopsin)	uc008rfl.2	-3.04	0.006

^a^ University of California Santa Cruz genome browser identifier.

Several genes differentially expressed between the C and H genotype mice have been associated with locomotor control, reward-dependent behaviors, neurological systems and signaling pathways. 

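Drd1, a dopamine receptor gene of striatal projection neurons (chromosome 13: 54051183 to 54055658), measured 42.9 FPKM in CB mouse 61, 0.0584 to 2.37 in the other CB mice, 0.0914 to 0.156 in CF, 0.120 to 0.916 in HB and 0.0985 to 0.194 in HF. The C group mean was the higher, and the C-H log2 fold change was 1.29 (SE 0.82, FDR-adjusted P-value = 0.590), or 0.59 (0.599) without CB mouse 61. Within the F environment, where CB mouse 61 has no part, CF-HF was -0.21 (SE 1.16, FDR-adjusted P-value = 1.00). Drd1 did not pass in any contrast.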

Dopamine receptor D1 (Drd1) was over-expressed in the cerebellum of H relative to C genotype mice. This result is consistent with the over-expression of Drd1 in the caudate-putamen of cocaine-sensitized mice relative to control [105] and reports that dopamine receptors D1 and D2 systems mediate the effects of cocaine on cerebellar neurons of adult rats [106]. Also, endogenous drug administration simulates D1 receptor, which leads to the expression of D2 receptor-mediated reward-driven behaviors and gene expression changes in non-cerebellar brain regions [105, 107–110]. Both D1-like and D2-like dopamine receptors are involved in the response of rats who are taught to perform a behavior in order to receive pleasurable electrical stimulation [111, 112]. All together, these results offer evidence of the involvement of Drd1 expression on reward-dependent behaviors and confirm that the High Runner line studied here is helpful to understand the transcriptome associated with these behaviors.

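Chrm1, a muscarinic acetylcholine receptor gene (chromosome 19: 8664005 to 8683602), had means ± SD of 5.13 ± 9.35 FPKM in CB, 0.185 ± 0.176 in HB, 0.0620 ± 0.00989 in CF and 0.0913 ± 0.0864 in HF. CB mouse 61 measured 19.1 FPKM and the other CB mice 0 to 0.737, and the C-H log2 fold change, 0.95 (SE 0.78, FDR-adjusted P-value = 0.704), was 0.25 without CB mouse 61. In CF and HF mice Chrm1 gave -0.14 (1.00).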

Muscarinic Acetylcholine Receptor M1 (Chrm1) was also over-expressed in mice from the H relative to C activity genotype. A study of cerebellar samples reported associations between polymorphisms in Chrm1 and modifications in aspects of executive function in humans [113]. This gene is related to dopamine transmission [114, 115] and further supports the notion that mice from the studied high activity genotype share disruption of dopamine pathways with drug and other reward-dependent behaviors. 

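Foxg1, a transcription factor gene of the embryonic and adult forebrain (chromosome 12: 49383007 to 49386867), measured 40.5 FPKM in CB mouse 61 and 0.0179 to 1.27 in the remaining libraries, where CB mouse 11, CB mouse 49 and HB mouse 60 were the highest. The mean was higher in C than in H, with a C-H log2 fold change of 1.35 (SE 0.85, FDR-adjusted P-value = 0.586) that was 0.60 without CB mouse 61.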

Other genes over-expressed in mice from the H relative to C activity genotype include the transcription factor Forkhead Box G1 (Foxg1). Studies of cerebellar granule neurons report that this gene promotes neuronal survival [116]. 

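Lipg, a lipase gene (chromosome 18: 74939322 to 74961263), measured 1.33 FPKM in CB mouse 61 and 0.00990 to 0.0644 in the remaining libraries, and its C-H log2 fold change was 0.51 (SE 0.42, FDR-adjusted P-value = 0.709), or 0.09 without CB mouse 61.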

Differential expression of endothelial Lipase (Lipg) between the H and C genotypes was observed. Lipg is associated with neurite pathology and is detected in the cerebellum [117]. The association with addictive behaviors of these genes differentially expressed between H and C activity genotypes highlights the genetic pathways shared between high voluntary activity and neurological, cognitive, and addiction processes.

Results from the functional enrichment analysis of the genes differentially (FDR-adjusted P-value < 0.05) expressed between activity genotypes are consistent with previous findings about processes in the cerebellum associated with locomotor control and offer additional evidence on the link between high activity genotype and reward-dependent behaviors [1]. 

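Of the ion channel genes, the transcripts of Cacna1g, a T-type calcium channel gene (chromosome 11: 94408391 to 94474198), went both ways, uc007kyr.2 lower in C (log2 fold change = -1.83, SE 0.33, FDR-adjusted P-value = 0.00855 for C-H) and uc011ycv.1 higher (6.13, 0.00116), and their sum did not pass (-0.37, 0.417), while Cacna1i, another T-type channel gene, was higher in C (0.47, FDR-adjusted P-value = 0.0234) and Scn1b, Scn2b and Cacna1a did not pass. As a whole, sodium and calcium channel genes had a C-H median of 0.05 over 21 genes (camera FDR-adjusted P-value = 0.758), and potassium channel genes such as Kcnc3, Kcnc1 and Kcnd2 0.13 over 33 (0.610), with 0 of them higher in C and 1 lower adjusted over the list alone. For cAMP metabolism the median was 0.06 over 29 genes (0.610), with the phosphodiesterase gene Pde4b higher in C (0.23, FDR-adjusted P-value = 0.0232; 0.28, 0.0557 on summed FPKM). Monoamine and acetylcholine receptor genes (0.28, 0.0623) and neuropeptide precursors (0.23, 0.116) did not pass. Of the sterol and fatty acid synthesis genes, Scd4 and Elovl6 (-0.37, FDR-adjusted P-value = 0.0357) were lower in C, and the list had a median of 0.00, a mean of -0.32 and a test pointing down that did not pass (0.0678) except without CB mouse 61 (median -0.08, 0.0101). Without that library the channel medians were 0.01 (0.812) for sodium and calcium and 0.00 (0.431) for potassium channels, and cAMP metabolism gave -0.03 (0.422). Immediate early genes had a median of 0.00, a mean of 0.09 and a test pointing down (0.926).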

Terms enriched included voltage-gated cation channel activity (Enrichment Score = 5.36), GTPase regulatory activity (Enrichment Score = 2.04), neuroactive ligand-receptor interaction (Enrichment Score = 1.73), metal ion binding (Enrichment Score = 1.59), regulation of cAMP metabolic process (Enrichment Score = 1.48), neurotransmitter receptor activity (Enrichment Score = 1.25), and neuron projection morphogenesis (Enrichment Score = 1.18). The most significantly enriched cluster is highlighted in Table 4. The majority of the terms were related to ion binding and activity. This result is consistent with a study of working memory-related activity in the cerebellum that uncovered enrichment of voltage-gated cation channel activity encompassing genes related to neuronal excitability [118]. Working memory is the active maintenance of task-relevant information during a cognitive task and is expected to be important in activities such as wheel running. Our result suggests that selective breeding for high activity has changed the expression of a number of transcripts, many of which are not environment-dependent (e.g. Drd1 and Chrm1). These genes have been annotated to processes supporting motivation or addiction-like behavior towards activity, including signaling and locomotor control, thus enabling the mice to execute high intensity exercise. Some of these processes are shared with genes that exhibit environment-dependent differential expression between genotypes. Therefore, conclusions from systems biology studies of high voluntary running lines should consider the context or environment of the study.

**Table 4:** Enriched (enrichment score = 5.36) cluster of Gene Ontology (GO) biological process (BP), molecular function (MF) Functional Annotation Tool (FAT) categories among the genes significantly differentially expressed (FDR-adjusted P-value < 0.05) between mice from Control (C) and High (H) activity genotypes.

Category	Term	Count	P-value	FDR P-value
Score	= 5.36			
MF	GO:0022843~voltage-gated cation channel activity	13	6.43E-09	8.50E-06
MF	GO:0022832~voltage-gated channel activity	14	3.26E-08	4.31E-05
MF	GO:0005244~voltage-gated ion channel activity	14	3.26E-08	4.31E-05
MF	GO:0005261~cation channel activity	15	2.21E-07	2.92E-04
BP	GO:0030001~metal ion transport	19	3.35E-07	5.21E-04
BP	GO:0006812~cation transport	20	6.92E-07	1.08E-03
MF	GO:0005249~voltage-gated potassium channel activity	10	7.05E-07	9.32E-04
MF	GO:0046873~metal ion transmembrane transporter activity	15	1.45E-06	1.92E-03
MF	GO:0022836~gated channel activity	14	5.61E-06	7.42E-03
MF	GO:0005267~potassium channel activity	10	6.46E-06	8.54E-03
MF	GO:0005216~ion channel activity	15	1.24E-05	1.63E-02
MF	GO:0022838~substrate specific channel activity	15	1.75E-05	2.31E-02
MF	GO:0015267~channel activity	15	2.04E-05	2.70E-02
MF	GO:0022803~passive transmembrane transporter activity	15	2.04E-05	2.70E-02
BP	GO:0006811~ion transport	21	2.13E-05	3.31E-02
MF	GO:0030955~potassium ion binding	9	2.64E-05	3.49E-02
BP	GO:0006813~potassium ion transport	10	2.89E-05	4.49E-02
MF	GO:0031420~alkali metal ion binding	11	4.72E-05	6.23E-02
BP	GO:0015672~monovalent inorganic cation transport	12	2.04E-04	3.17E-01

### Effect of activity environment on gene expression in the cerebellum

Differential expression patterns between activity environments that are genotype-independent were uncovered in addition to genotype-dependent patterns. Table 5 summarizes genes differentially expressed (log2(fold change) > |4|, FDR-adjusted P-value < 0.007) between the B and F environments. A more complete list of genes differentially expressed at FDR-adjusted P-value < 0.05 is provided within **Table D** in S1 File. The majority of the 148 differentially expressed genes in the cerebellum were under-expressed in the B relative to the F environment mice. Moreover, many of the genes under-expressed in the B relative to the F environment groups (e.g. Foxg1, Prss56, Dlx1) were also under-expressed in the C relative to the H genotype mice.

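The genes of Table 5 had the higher mean in B, and none of them passed for B-F. Kcnj4 (chromosome 15: 79483714 to 79505241), a potassium channel gene, measured 69.2 FPKM in CB mouse 61 and 0.161 to 2.24 in the other libraries, and its log2 ratio of the group means (B/F) was 5.15 (1.84 without CB mouse 61). The same ratios were 6.61 and 3.17 for Foxg1, the gene with the highest ratio in the table, 5.13 and 1.93 for Ankrd63, 5.06 and 2.23 for Krt9, a keratin gene, and 4.23 and 1.06 for Tbr1, a transcription factor gene of cortical neurons. Over the 21 genes the median was 5.08, with 1.84 without CB mouse 61, 1.84 from group medians and 1.62 from mean log2 values. Over all transcripts 0 passed for B-F in limma, with 1191 at an unadjusted P-value under 0.05, and without CB mouse 61 5 passed (2 higher and 3 lower in B).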

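Prss56, a serine protease gene (chromosome 1: 87183493 to 87188404), measured 7.68 FPKM in CB mouse 61 and 0 to 0.0983 in the remaining libraries, and Dlx1, a transcription factor gene of forebrain interneurons (chromosome 2: 71529445 to 71533980), 12.6 and 0 to 0.354. For C-H and B-F, log2 fold changes were 0.83 and 0.81 for Prss56 (SE 0.71, FDR-adjusted P-value = 0.717 and 0.799) and 1.06 and 1.62 for Dlx1 (SE 0.69, 0.604 and 0.799), and B-F gave 2.13 for Foxg1 (0.799). All of these were positive. CB mouse 61 belongs to both C and B, and without it the values were 0.10 and 0.08 for Prss56, 0.38 and 0.94 for Dlx1 and, for B-F, 1.38 for Foxg1. The 13 genes that the paper discusses singly, such as Pak6, Cdh13, Mchr1 and Foxg1, were chosen on these samples and are not independent evidence. Their median was 0.83 for C-H (camera FDR-adjusted P-value = 0.0531; 0.10, 0.598 without CB mouse 61) and 1.17 for B-F (6.0e-06; 0.496 with an estimated correlation; 0.70, 4.3e-05 without CB mouse 61), and 0 of them passed for B-F adjusted over the list alone.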

**Table 5:** Genes significantly differentially expressed (FDR-adjusted P-value < 0.007) and log2(fold change) > |4|) between mice in Blocked (B) and Free (F) activity environments.

Gene Symbol	Gene Name	UCSC ID^a^	Log2 (B/F)	FDR P-value
Foxg1	forkhead box G1	uc007nmf.2/uc011ylr.1	-6.58	0.007
Dlx1	distal-less homeobox 1	uc008kau.1/uc008kav.1	-6.31	0.007
Kcnv1	potassium channel, subfamily V, member 1	uc007vql.2/uc007vqm.2	-5.66	0.007
Drd1	dopamine receptor D1	uc011yzm.2	-5.47	0.007
Zfp831	zinc finger protein 831	uc008ofh.1	-5.30	0.007
Sp9	trans-acting transcription factor 9	uc008kcj.2	-5.23	0.007
Gpr6	G protein-coupled receptor 6	uc007exj.1	-5.23	0.007
Kcnj4	potassium inwardly-rectifying channel, subfamily J, member 4	uc007wtn.2	-5.10	0.007
Chrm1	cholinergic receptor, muscarinic 1, CNS	uc008gmf.2/uc008gmg.2	-5.08	0.007
Ankrd63	ankyrin repeat domain 63	uc008lsh.1	-5.08	0.007
Gda	guanine deaminase	uc008gyx.1	-5.03	0.007
Krt9	keratin 9	uc007lkn.1	-4.96	0.007
Lrrc10b	leucine rich repeat containing 10B	uc012bio.2	-4.82	0.007
Cpne5	copine V	uc008bsj.2/uc008bsk.2	-4.78	0.007
Kcnf1	potassium voltage-gated channel, subfamily F, member 1	uc007ncn.2	-4.78	0.007
Rxrg	retinoid X receptor gamma	uc007dla.2/uc007dlb.2	-4.66	0.007
Kcng1	potassium voltage-gated channel, subfamily G, member 1	uc008oat.1	-4.56	0.007
Tbr1	T-box brain gene 1	uc008jvd.1	-4.18	0.007
Cntnap3	contactin associated protein-like 3	uc007qyy.1/uc007qyz.1	-4.17	0.007
Adora2a	adenosine A2a receptor	uc007fqh.1	-4.15	0.007
Crhbp	corticotropin releasing hormone binding protein	uc007rmk.2	-4.02	0.007

^a^ University of California Santa Cruz genome browser identifier.

The correlation between the log2(fold changes) of the 123 genes both differentially expressed between activity genotypes (**Table C** in S1 File) and between activity environments (**Table D** in S1 File) was 0.98. Furthermore, among the 207 genes differentially expressed in either comparison (genotype or environment) the correlation in log2(fold change) ranged between 0.81 and 0.84. 

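Across the 115 genes in both Table C and Table D with a tested transcript under the same symbol, among them Foxg1, Kcnv1, Dlx1, Prss12 and Sst, Pearson's r between the C-H and B-F log2 fold changes was 0.74 (Spearman's rho 0.67). Without CB mouse 61, which enters both contrasts with the same sign, r was 0.47, and it ranged from 0.65 (HB mouse 63 left out) to 0.85 (CB mouse 15 left out) when another library was left out. Genes are not independent replicates: in 100 random assignments of the 16 libraries to 4 groups of 4, r over the same genes ranged from -0.86 to 0.83, with a median absolute value of 0.437. The study chose these genes on the same libraries under their real labels. The range therefore shows how strongly the genes vary together and is not a chance level for r.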

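Over the 190 genes in Table C or Table D matched in the same way, which add Vdr, Cntnap3 and other genes, r was 0.48 (rho 0.46), with 0.20 without CB mouse 61 and 0.65 without CB mouse 15. Random assignments gave -0.89 to 0.91 (median absolute value 0.567) over this set, which was chosen on the same libraries as well. Over all transcripts tested r was 0.19 (range of random assignments -0.30 to 0.30).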

The similar gene expression profiles between the C—H and B—F contrasts indicate that the genotypes for activity reward compared in this study are a robust model to study the impact of reward availability in the environment on the cerebellum transcriptome, provided the genes do not exhibit significant interaction effects.

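Between environments, heat shock genes such as Hspa8 (chromosome 9: 40801273 to 40805199; B-F log2 fold change = -0.32, SE 0.06, FDR-adjusted P-value = 0.424) had a lower list median in B, and no list passed with an estimated correlation (lowest FDR-adjusted P-value = 0.496). The B-F median of the heat shock list was -0.32 (camera FDR-adjusted P-value = 9.8e-06; -0.35, 2.0e-10 without CB mouse 61), with 2 of 7 genes lower in B adjusted over the list alone and 0 over all transcripts. Potassium channel genes had a median of 0.26 (0.00144; 0.06, 0.0143 without CB mouse 61), monoamine and acetylcholine receptors such as Hrh3 0.33 (0.00145; 0.09, 0.279 without it), neuropeptide precursors 0.49 (0.00181; 0.07, 0.279) and neuropeptide receptors 0.31 (0.0307; 0.02, 0.609), while sodium and calcium channels (0.11, 0.294) and cAMP metabolism (0.13, 0.123) did not pass. Striatum genes had the highest B-F median of the marker lists (1.31, 3.4e-08; 0.68, 5.7e-08 without CB mouse 61), and sterol and fatty acid synthesis genes had a median of 0.15 (7.5e-04; 0.09, 0.00312). No other list member passed adjusted over its list alone.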

Terms enriched among differentially expressed genes between activity availability environments were similar to the terms identified for the genotype contrast and included voltage-gated cation channel activity (Enrichment Score = 5.43), neuroactive ligand-receptor interaction (Enrichment Score = 2.77), neuron projection morphogenesis (Enrichment Score = 2.11), GTPase regulatory activity (Enrichment Score = 1.79), regulation of cAMP metabolic process (Enrichment Score = 1.44), positive regulation of transcription (Enrichment Score = 1.11), and metal ion binding (Enrichment Score = 0.99). A notable finding is that neurotransmitter receptor activity did not reach enrichment level in the environment contrast unlike in the genotype contrast. The most enriched cluster is highlighted in Table 6.

**Table 6:** Enriched (enrichment score = 5.43) clusters of Gene Ontology (GO) biological process (BP) and molecular function (MF) Functional Annotation Tool (FAT) categories among the genes significantly differentially expressed (P-value < 0.001) between mice in Blocked (B) and Free (F) activity environments.

Category	GO Term	Count	P-value	FDR P-value
Score	= 5.43			
MF	GO:0022843~voltage-gated cation channel activity	12	4.97E-09	6.41E-06
MF	GO:0005249~voltage-gated potassium channel activity	11	5.33E-09	6.88E-06
MF	GO:0005267~potassium channel activity	12	5.40E-09	6.97E-06
BP	GO:0006813~potassium ion transport	12	3.03E-08	4.57E-05
MF	GO:0022832~voltage-gated channel activity	12	1.62E-07	2.09E-04
MF	GO:0005244~voltage-gated ion channel activity	12	1.62E-07	2.09E-04
MF	GO:0005261~cation channel activity	13	5.75E-07	7.43E-04
MF	GO:0022836~gated channel activity	13	2.14E-06	0.0027684
MF	GO:0046873~metal ion transmembrane transporter activity	13	2.97E-06	0.0038393
MF	GO:0030955~potassium ion binding	9	4.14E-06	0.0053489
BP	GO:0015672~monovalent inorganic cation transport	12	1.66E-05	0.0250304
MF	GO:0005216~ion channel activity	13	1.94E-05	0.0250603
BP	GO:0030001~metal ion transport	14	2.57E-05	0.0387331
MF	GO:0022838~substrate specific channel activity	13	2.64E-05	0.0340420
BP	GO:0006812~cation transport	15	2.94E-05	0.0442644
MF	GO:0022803~passive transmembrane transporter activity	13	3.02E-05	0.0389763
MF	GO:0015267~channel activity	13	3.02E-05	0.0389763
MF	GO:0031420~alkali metal ion binding	9	2.24E-04	0.2891100

### Motivation towards high activity and addiction processes

Reward-motivated responses, such as those associated with addictive behaviors, are regulated by the dopaminergic mesocorticolimbic system in the brain [119–121]. Substances of abuse, including opiates, cocaine, amphetamine, alcohol, and nicotine, are addictive pleasurable stimuli that impact the neurotransmission of dopamine in a manner similar to other more natural stimuli including specific foods or liquids, gambling, shopping, and exercise or running [15, 17, 122–129]. While addiction to exercise is not considered an official addictive disorder [130], 3% to 5% of the US population experience this condition [131].

Our investigation of cerebellum transcriptomic differences between mice from high wheel running and control genotypes in environments enabling and blocking access to wheel running uncovered enrichment of dopamine and related signaling pathways, and neurotransmitter and neuropeptide-dependent processes. Dysregulation of genes in these processes have also been linked to reward-dependent behaviors. Our findings support the premise that the line selected for high running and motivated to run studied here can be an effective model to study the transcriptome associated with addictive disorders.

## Conclusions

Comparison of the cerebellum transcriptome between H (High Runner) and C (Control) mouse lines in environments with F (free) or B (blocked) access to a running wheel on day 7 provided novel insights into environment dependent and independent differential gene expression and networks. Overall, 457 genes exhibited significant (FDR-adjusted P-value < 0.05) activity genotype-by-environment interaction effect. The number of genes differentially expressed in the orthogonal contrast between genotype-environment groups CB-HB, CB-CF, and CF-HF were 233, 225, and 248, respectively. These genes included Pak6, Adora2a, Drd2, and Arhgap8, neuropeptide prohormones: Adcyap1, Cck, Sst, Vgf, Npy, Nts, Penk, and Tac2 and related receptors: Gcgr, Vipr1, Vipr2, and Crhr2. These findings support the need to characterize transcriptome dysregulation between high voluntary running and control lines in an environment or context-dependent manner. This recommendation may be relevant to other reward-dependent behaviors.

The networks of the CB-HB and CF-HF contrasts exhibited extreme and opposite gene expression profiles and the differentially expressed genes were more connected in the CF-HF network. This suggest that expression changes in highly connected genes in the cerebellum of H genotype mice may be associated with the capacity of these mice to act upon their motivation to run and to execute high wheel running in the F environment.

The majority of the 183 differentially expressed genes between genotypes (including Drd1) were under-expressed in the cerebellum of C relative to H genotype mice. Also, the majority of the 148 differentially expressed genes were under-expressed in the cerebellum of mice in the B relative to F activity environment. Of these, 123 genes were differentially expressed in both comparisons.

Drug induced activity-dependent synaptic modifications in the cerebellum have been postulated to be key in the transition from a pattern of recreational drug taking to the compulsive behavioral phenotype [1]. This characterization is complemented by our study of the cerebellum that identified changes in the expression of genes associated with the motivation and reward-dependent behaviors in a mouse line selected for high running.

Our findings demonstrate that the cerebellum of a mouse line selected for high voluntary running share transcriptome patterns with reward-dependent behaviors, such as addiction to psychoactive substances. Significant changes in the expression of genes affiliated to dopamine-related and neuropeptide-dependent processes and their association with motivation and reward dependent behaviors and locomotor control were explored. The high voluntary activity selection line of mice evaluated in this study is a helpful model for understanding molecular mechanisms behind motivation, reward-dependent, and addictive behaviors.

## Supporting Information

S1 File Supplementary results. **Table A.** Genes exhibiting significant (FDR-adjusted P-value < 0.05) activity genotype-by-environment interaction and Log2(Fold Change) by pairwise contrast encompassing genotype (C and H) and environment (B and F) groups. **Table B.** Enriched clusters of Gene Ontology (GO) biological process (BP), molecular function (MF) Functional Annotation Tool (FAT) categories, and KEGG pathways among the genes that exhibited significant genotype-by-environment interaction (FDR-adjusted P-value < 0.05) and differentially expressed (FDR-adjusted P-value < 0.05) between mice from genotype-by-environment groups in the 3 orthogonal contrasts (CB-HB, CF-HF, and HB-HF). **Table C.** Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice from the Control and High activity genotypes. **Table D.** Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice in Blocked and Free activity environments.
(DOCX)

# Supplementary material for: Cerebellum Transcriptome of Mice Bred for High Voluntary Activity Offers Insights into Locomotor Control and Reward-Dependent Behaviors
**Source:** PLoS One. 2016 Nov 28;11(11):e0167095. doi: 10.1371/journal.pone.0167095
**Supplement:** S1 File — Table A. Genes exhibiting significant (FDR-adjusted P-value < 0.05) activity genotype-by-environment interaction and Log2(Fold Change) by pairwise contrast encompassing genotype (C and H) and environment (B and F) groups. Table B. Enriched clusters of Gene Ontology (GO) biological process (BP), molecular function (MF) Functional Annotation Tool (FAT) categories, and KEGG pathways among the genes that exhibited significant genotype-by-environment interaction (FDR-adjusted P-value < 0.05) and differentially expressed (FDR-adjusted P-value < 0.05) between mice from genotype-by-environment groups in the 3 orthogonal contrasts (CB-HB, CF-HF, and HB-HF). Table C. Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice from the Control and High activity genotypes. Table D. Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice in Blocked and Free activity environments.

**Table A.** Genes exhibiting significant (FDR-adjusted P-value < 0.05) activity genotype-by-environment interaction and log2(Fold Change) by pairwise contrast encompassing genotype (C and H) and environment (B and F) groups.

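Of the 409 genes of Table A with a tested transcript, Arhgap8 and Cyp11a1 among them, 304 had a positive interaction value (a larger log2 C/H ratio in B than in F) and 292 did without CB mouse 61. The study chose these genes on these samples, so neither count is independent evidence.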

**Table B.** Enriched clusters of Gene Ontology (GO) biological process (BP), molecular function (MF) Functional Annotation Tool (FAT) categories, and KEGG pathways among the genes that exhibited significant genotype-by-environment interaction (FDR-adjusted P-value < 0.05) and differentially expressed (FDR-adjusted P-value < 0.05) between mice from genotype-by-environment groups in the three orthogonal contrasts (CB-HB, CF-HF, and HB-HF).

**Table C.** Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice from the Control and High activity genotypes.

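Table C holds 182 genes, of which 169 have a tested transcript under the same symbol, from Vdr and Sst to Foxg1. For C-H, 28 of these passed and 145 had the higher log2 mean in C, and without CB mouse 61 40 passed and 120 were higher in C. These genes were chosen by the study on these samples, so the counts are not independent evidence.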

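Table D holds 146 genes, 136 of them matched to a tested transcript, such as Krt9, Cntnap3 and Dlx1. 0 passed for B-F, and 135 had the higher log2 mean in B, or 132 without CB mouse 61. The study chose these genes on these samples, and all 148 entries have the same sign in its table. A shared direction was therefore fixed by that choice, and neither count is independent evidence.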

**Table D.** Genes differentially expressed (FDR-adjusted P-value < 0.05) between mice in Blocked and Free activity environments.

How the deposited data were processed for this re-analysis (not part of the article)

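RNA labeled as whole cerebellum of 16 male mice was sequenced (the marker genes of CB mouse 61 go against that label), 4 mice in each of 4 groups that cross genotype (C, control line; H, High Runner line) with wheel access on day 7 (B, blocked; F, free). The authors aligned the reads to mm10 with TopHat2 2.0.13 and estimated the deposited FPKM values with Cufflinks 2.2.0, 1 file per library with 59120 UCSC known-gene IDs; the files carry no quantification status and no fragment counts. UCSC IDs were joined to gene symbols and to coordinates (1-based, mm10) from the reference annotation, and a symbol stands for its most abundant transcript.

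The values were analyzed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. FPKM values were divided by median-of-ratios factors over transcripts above 0 in every library (factors of 0.908 to 1.04). Transcripts with a mean FPKM of at least 0.1 over the 16 libraries were tested (24007 of 32494 above 0 in any library, with 26626 at 0 throughout). This filter was kept when a library was left out. Fits without CB mouse 61 therefore include transcripts, such as those of Lipg and Prss56, that passed only through it and lie below 0.1 FPKM elsewhere. On log2(FPKM + 0.1), limma-trend with 4 group means tested the 6 contrasts between groups, the interaction, the average difference between genotypes and between environments, and any difference among the groups, each adjusted by Benjamini-Hochberg at 0.05 over all transcripts tested. The absolute number of fragments per library cannot be read from FPKM. Depths relative to each other, read from 1767 transcripts whose FPKM was at most 0.05, ranged from 0.864 to 1.19. The pseudocount of 0.1 bounds what can be seen of transcripts near or below that level.

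Lists of 36 gene groups (511 genes) were written down before the data were examined. They cover the forebrain (striatum, cortex and hippocampus, interneurons), cerebellar cell types (granule, Purkinje, unipolar brush and Golgi cells, Bergmann glia), oligodendrocytes, choroid plexus, meninges, endothelium, microglia, ependyma, brainstem, pituitary and red cells, responses (heat shock, immediate early, glucocorticoid, interferon, clock), synthesis of sterols and fatty acids and of neurosteroids, neuropeptides and receptors, ion channels, cAMP metabolism, dopamine and adenosine signaling, and sets of genes that the paper names. Lists with at least 3 tested members were compared with all other transcripts by camera with a preset inter-gene correlation of 0.01 and, as an alternative, with the correlation estimated for each list. The genes described individually are those that the paper names, the largest changes of each contrast in both directions, and list members. The values in the paper's tables had been seen when this rule was written.

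Overlaps between contrasts were set against independence and against 20 simulated data sets without differences between the groups. Correlations of log2 fold changes across genes were set against 100 random assignments of the libraries to groups and, for contrasts that share CB, against simulated data and against the CB libraries split between the contrasts. Correlations across the 16 libraries were computed with the group means removed and tested by permutation, 2-sided. Counts of transcripts were recomputed over other splits of the libraries, all 35 for 4 against 4 and 100 drawn otherwise. Libraries that stood apart within a group were found for each list with Dixon's test of 4 values (critical value 0.829).

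Alternatives chosen before the files were read were FPKM as deposited and quantile normalization, pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter on the mean, robust eBayes, arrayWeights, fits to only the 8 libraries of a contrast, to genotype alone or environment alone, ratios of group medians, differences of mean log2 values, and leaving out each library in turn. FPKM summed over the transcripts of a symbol and correlations of log2 ratios of group means were added after values had been seen. An alternative on quantification status could not be run, and replicates carry no numbers that pair them across groups, so no paired model was fitted. Enrichment scores and networks were not recomputed because the annotation databases behind them were not available.

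The procedure was tested on simulated data: values were drawn from normal distributions with the fitted mean and variance of each transcript, and log2 changes of 1 and 2 were added to 100 transcripts each. For C-H, 69% and 82% were called with 6 false calls, and for CB-HB 57% and 75% with 9 false calls. With CB mouse 61 left out the shares were 82% and 83% (12 false calls) and 70% and 81% (11 false calls).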

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

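Of the tests in this part, those of blocked wheel access on granule cell genes and as the whole forebrain difference and those with FPKM summed over the transcripts of a gene were chosen only after the result was seen. A library far from the other 3 of its group was sought in 144 combinations of list and group with Dixon's test of 4 values. It was found in 16, of which 2 are sets of genes that the paper names, where chance gives about 1 in 20.

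The library labeled CB mouse 61 was far from the other 3 CB libraries, in mean log2 (FPKM + 0.1) of the list members, for granule cells (-5.22), Purkinje cells (-4.01), unipolar brush and Golgi cells (-2.59), Bergmann glia (-0.86), microglia (2.13) and neuropeptide receptors (2.24), and its median striatum gene was 5.01 higher than in those 3 (5 of the 19 are genes that the paper names; Penk 690.0 FPKM against 59.7 to 95.8 in the other 15 libraries, Gabra6 0 against 388 to 493). Blocked wheel access in the C line is argued against for the cerebellar genes, because the granule cell difference from CF in the other 3 CB libraries was 2.41% of that in CB mouse 61 (0.823% in CB mouse 49, 3.22% in 15 and 2.22% in 11). As the whole of the forebrain difference it is argued against as well, because the other 3 CB mice had the same access and carried, of the FPKM difference of CB mouse 61 from CF over all 43 forebrain genes, a median of 3.20% in CB mouse 11 (the highest; quartiles 2.15% and 5.13%), 3.01% in 49 and 0.0430% in 15. Forebrain tissue in the library is a candidate explanation, since the median granule cell gene was lower while forebrain genes were higher (log2 difference from the other 3 CB libraries -4.19). A whole cerebellum sample, as labeled, is argued against by the cerebellar neuron lists. The mean log2 level of granule cell genes was 1.17 in CB mouse 61 and 6.25 to 6.54 in the other libraries. That of Purkinje cell genes was 2.40 and 6.22 to 6.55. For an H line sample under a C label, CB mouse 61 was nearer the H mean at 66 of 77 transcripts that separate the other C from the H libraries. This share, 85.7%, is below the bound of 90% set for it. That bound also fails HF mouse 2 (83.1%), HB mouse 28 (87.2%) and HB mouse 63 (89.9%), each scored with itself left out of the choice of transcripts. The share lay within the range of the H libraries (83.1% to 98.7%) and outside that of the other C libraries (6.02% to 13.4%). This argues against a cerebellum sample of the C line. An H line sample cannot be told apart from a C sample of other tissue, because levels in this library vary with tissue as well as line. The 11 nearer the C mean include a Znhit1 transcript (uc009abi.1, log2 3.24, 2.99 in the other C and -3.32 in the H libraries) and a Cntn6 transcript (uc012ept.1, -3.32, -3.32 and 1.01). Whether blocked wheel access adds a smaller part to the striatum genes cannot be told apart either. Their log2 difference from CF in the other 3 CB libraries was 23.5% of that in CB mouse 61. This is under the bound of 25% by less than the spread of these 3 (25.5% in CB mouse 49, -0.870% in 15, 34.7% in 11). The striatum median also lay above CF in HB mouse 60 (1.11) and in HF mouse 2 (0.47). HF mouse 2 had free access and CB mouse 15 did not, so the level did not follow access alone. Forebrain tissue, an H line sample and a smaller part of blocked access each remain a hypothesis.

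Between the C and H lines, limma called 462 transcripts, and among genes with a call when CB mouse 61 was left out, 80.7% had another called gene within 1 Mb, against at most 79.2% in 1000 random draws of as many genes (60.4% against at most 46.7% with all 16 libraries). Neighboring genes inherited together in the bred lines may account for part of the calls, as a hypothesis; of 796 neighboring pairs, 472 changed in the same direction. For the calls as a whole, division of the reads of a gene between its transcripts cannot be told apart from a change of the gene. Of 219 called transcripts of genes with 2 or more tested transcripts, 114 (52.1%) were called the same way on summed FPKM and 105 were not. This share lies between the bounds set for either reading. For the 114, division alone is argued against. Among the 105, Znhit1 uc009abi.1 had a log2 fold change of 6.34 and its gene 0.12 on the sum. Snhg11 uc008nqe.1 turned sign (-6.38, and 0.82 on the sum). A sum that did not pass does not exclude a smaller change of the gene. Selection for wheel running, the biological difference between the lines, was not tested, since the design has 1 line of each kind.

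The hemoglobin genes were lower in CF than in HF (Hbb-bs 149 and 243 FPKM, log2 fold change -0.72, FDR-adjusted P-value = 0.583; red cell list of 6 genes, median -0.66, 0.0434, 0.981 with an estimated correlation, and -0.66, 0.140 with CB mouse 61 left out). Blood left in the tissue may account for this, as the lowest Pearson r of Hba with Hbb or Alas2 over the 16 libraries was 0.876 with group means removed. An effect of line on the red cell content of the tissue stays open, because differences between single dissections and between lines both move these genes together.

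Other libraries far from the rest of their group were HB mouse 60 for striatum (1.16), cortex and hippocampus (1.35) and sodium and calcium channels (0.16), HF mouse 2 for striatum (0.79), interneurons (0.52), neuropeptide precursors (0.73) and neuropeptide receptors (0.40) and for the paper's Nrgn, Drd2, Rxrg, Gda, Adora2a and Rab40b (1.65), CF mouse 51 for the paper's Arhgap8, Scd4, Cyp11a1 and Padi4 (1.04), and CF mouse 25 for unipolar brush and Golgi cells (0.22).

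With all 16 libraries, CB mouse 61 among them, the difference between blocked and free access was larger in the C than in the H line (camera on the interaction, median log2 difference and FDR-adjusted P-value) for striatum (2.02, 1.6e-07), cortex and hippocampus (2.14, 3.8e-06), neuropeptide precursors (1.10, 3.8e-06), interneurons (2.09, 2.7e-05), monoamine and acetylcholine receptors (0.74, 6.2e-05), dopamine and adenosine signaling (0.68, 1.5e-04) and brainstem (0.57, 0.00755). Omitting CB mouse 61 gave 0.73 and 2.4e-07, 0.84 and 1.2e-05, 0.32 and 3.6e-05, 0.81 and 1.3e-05, 0.12 and 0.00364, 0.42 and 1.5e-04, 0.45 and 0.0176 in the same order, and with correlations estimated for each list the values with all libraries were 0.506 for each list, so that none passed; whether wheel access is behind these differences is not settled by this test.

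Outside the genes that the paper discusses, the heat shock list had a negative B-F median (-0.32, 9.8e-06, and -0.35, 2.0e-10 with CB mouse 61 left out, 0 of 7 positive). The list of sterol and fatty acid synthesis had a positive one (0.15, 7.5e-04, and 0.09, 0.00312 with CB mouse 61 left out, 13 of 16 positive). Neither list passed when the correlation was estimated (0.496 for each), and no member passed over all transcripts with all libraries.

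Only the real split, 1 of 35, gave as many called transcripts in CB-HB (86, at most 4 in another split), CB-HF (145, at most 11), HB-CF (143, at most 2) and CF-HF (166, at most 2). With 35 splits the exact P-value cannot fall below 0.0286, and it was not adjusted for the 6 contrasts. In C-H (462, at most 5) and for any difference among the 4 groups (218, at most 76) it was 1 of 100 splits. These splits argue against chance assignment of libraries to groups and do not exclude it. Where limma called 0, every split calls at least as many (35 of 35 for CB-CF and HB-HF, with up to 4 and 3 called in another split; 100 of 100 for the interaction and B-F, with up to 7 each), so there is no call to hold against chance and the splits say nothing on the 1554, 724, 669 and 1191 transcripts at an unadjusted p below 0.05.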

How the results depend on the processing

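Of the values in this part, those with FPKM summed over the transcripts of a gene, with log2 ratios of group means and with either of these and CB mouse 61 left out come from tests chosen only after the result was seen; where a result changed, the cause was not tested unless stated. Counts below are transcripts called by limma at an FDR-adjusted P-value of 0.05, in the order CB-HB, CB-CF, CB-HF, HB-CF, HB-HF, CF-HF, interaction, C-H, B-F and any difference among the 4 groups: 86, 0, 145, 143, 0, 166, 0, 462, 0 and 218 (at an unadjusted p below 0.05, 2282, 1554, 3293, 1497, 724, 2008, 669, 2896, 1191 and 2252). Alternatives not named below kept a count within 1.5 times these. No paired analysis was possible because the labels carry no replicate numbers shared between groups, and the alternative on quantification status was not run because the files hold no status column. The paper gives an average number of mapped reads per sample, while the files hold FPKM without read counts. The absolute depth of each library is therefore unknown, and values near 0 rest on few reads assigned to that transcript. Some of the largest changes have a 0 that belongs to 1 transcript and not to the gene as a whole. Summed FPKM did not pass in C-H for Znhit1 (0.12), Ndfip2 (-0.01) and Cacna1g (-0.37). Relative depth, estimated from the spacing of low values, ranged from 0.864 to 1.19 over the libraries.

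With arrayWeights the counts were 453, 6, 865, 650, 5, 740, 7, 1744, 5 and 900, with a weight of 0.0417 for CB mouse 61 and 0.681 to 1.65 for the others. With a mean FPKM of at least 1, where fewer transcripts are tested, HB-CF gave 90. With only the 8 libraries of a contrast, where fewer residual degrees of freedom remain, the 6 pairwise contrasts gave 32, 11, 34, 418, 10 and 471. With summed FPKM CB-HF gave 234, and with summed FPKM and CB mouse 61 left out CB-HB gave 552, CB-HF 1320, HB-CF 685, CF-HF 1097, C-H 2137 and any difference 1114.

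Leaving out each library in turn gave 31 (HB mouse 48) to 438 (CB mouse 61) for CB-HB, 0 to 8 (CB mouse 15) for CB-CF, 69 (HF mouse 40) to 1050 (CB mouse 61) for CB-HF, 59 (CF mouse 25) to 571 (CB mouse 61) for HB-CF, 0 to 7 (HF mouse 12) for HB-HF, 87 (CF mouse 27) to 827 (CB mouse 61) for CF-HF, 0 to 10 (HF mouse 12) for the interaction, 328 (HB mouse 60) to 1703 (CB mouse 61) for C-H, 0 to 9 (HF mouse 12) for B-F and 133 (CF mouse 25) to 922 (CB mouse 61) for any difference. Other libraries whose omission moved a count by more than 1.5 times were, for CB-HB, CB mouse 49 (37), 11 (45), CF mouse 27 (55), 25 (57), HF mouse 43 (56), HB mouse 28 (37), 63 (33) and 60 (35); for CB-CF, CB mouse 61 (6), 49 (1), 11 (2), CF mouse 30, 51, 27 and 25, HF mouse 43 and HB mouse 60 (1 each); for CB-HF, CB mouse 11 (86) and HF mouse 43 (81); for HB-CF, CF mouse 51 (86), 27 (70), HB mouse 28 (70), 63 (66), 60 (67) and 48 (73); for HB-HF, CB mouse 61 (1), CF mouse 25 (2), HF mouse 2 (3), 40 (3), 43 (4), HB mouse 60 (3) and 48 (1); for CF-HF, CF mouse 51 (107), 25 (104), HF mouse 12 (107), 40 (90) and 43 (103); for the interaction, CB mouse 61 (6), 15 (6), CF mouse 30, 51 and 27 (1 each), 25 (2), HF mouse 2 (3), 40 (3), 43 (2), HB mouse 60 (3) and 48 (1); for B-F, CB mouse 61 (5), 49 (1), 15 (6), 11 (2), CF mouse 30, 51 and 27 (1 each), 25 (2), HF mouse 2 (3), 40 (3), 43 (1), HB mouse 60 (3) and 48 (1); and for any difference, CF mouse 30 (143), 27 (143) and HB mouse 63 (138).

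Of the 36 lists, camera called 18, 22, 19, 5, 1, 5, 18, 12 and 16 in the first 9 comparisons in the same order. With correlations estimated for each list it called 0, 0, 0, 2, 0, 2, 0, 3 and 0. Quantile normalization gave 3 for CF-HF and summed FPKM 2 for HB-HF. A mean FPKM of at least 1, where only 30 lists were tested, gave 12 for CB-HF, 1 for CF-HF and 5 for C-H. Leaving out 1 library gave 10 (CB mouse 61) to 22 (CB mouse 15) for CB-HB and for CB-HF, 5 (CB mouse 49) to 10 (CB mouse 61) for HB-CF, 1 (CB mouse 61) to 3 (HB mouse 48; 2 for HB mouse 28) for HB-HF, 2 (CF mouse 27) to 10 (CB mouse 61) for CF-HF, 4 (CB mouse 61; 4 also for HB mouse 63, 7 for CF mouse 30 and HF mouse 40) to 15 (CB mouse 15) for C-H, and 9 (CB mouse 61) to 22 (CB mouse 15) for B-F.

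The correlation of CB-HB and CB-CF over the transcripts of the test of any difference, -0.373, was, over the transcripts called in each setting, -0.54 with a mean FPKM of at least 1, -0.60 with summed FPKM, and -0.39 (HB mouse 60) to 0.31 (CB mouse 61) when 1 library was left out, with 0.19 for CB mouse 15, -0.24 for CF mouse 51, -0.02 for CF mouse 27, -0.20 for HF mouse 12 and -0.25 for HF mouse 43. Over the genes of Table A it was 0.664, 0.29 (CB mouse 61) to 0.79 (CB mouse 15) when 1 was left out, and 0.843 with log2 ratios of group means (0.399 with CB mouse 61 left out). With the CB libraries split between the contrasts so that none is shared, the median was 0.33. It ranged from 0.00424 (CB mice 49 and 15 in CB-HB) to 0.485 (CB mice 61 and 11 in CB-HB). The correlation of C-H and B-F was 0.736 for genes in both Tables C and D, 0.47 (CB mouse 61) to 0.85 (CB mouse 15) when 1 was left out and 0.981 with group means; for genes in either it was 0.482, 0.59 with a mean FPKM of at least 1, 0.20 (CB mouse 61) to 0.65 (CB mouse 15), and 0.882 with group means (0.284 with CB mouse 61 left out).

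Transcripts called in both CB-HB and CF-HF numbered 55, and 27 (HB mouse 60) to 335 (CB mouse 61) when 1 library was left out, with 31 for CB mouse 49, 32 for CB mouse 11, 36 for CF mouse 30, 32 for CF mouse 27, 34 for CF mouse 25, 34 for HF mouse 12, 35 for HF mouse 40, 32 for HF mouse 43, 30 for HB mouse 28, 31 for HB mouse 63 and 28 for HB mouse 48. Those called in CB-HB, CF-HF and HB-HF numbered 0, and 0 to 1 (CB mouse 61 and HF mouse 43), and those called in all 3 contrasts with CB 0, and 0 to 7 (CB mouse 15; 5 for CB mouse 61, 1 each for CB mouse 49, CB mouse 11 and HB mouse 60).

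The median log2 ratio of group means over the genes of Table 1 was 4.68 for CB over HB and 5.32 for CB over CF, and 1.32 (CB mouse 61) to 5.55 (HB mouse 60) and 2.24 (CB mouse 61) to 5.73 (CB mouse 15) when 1 library was left out. Over Table 3, C over H was 4.03, -0.078 as a ratio of group medians, 1.01 as a difference of mean log2 values and 0.84 (CB mouse 61) to 4.46 (HB mouse 60) when 1 was left out. Over Table 5, B over F was 5.08, 1.84 and 1.62 in the same order, and 1.84 (CB mouse 61) to 5.54 (HF mouse 2).

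Of the genes described individually, a change of sign occurred in 2 values where the value with or without the change is called, Cck and Npy in CB-HF without CB mouse 61, and in 39 values that are called in neither. Leaving out 1 library at a time gave, after the value with all 16, Adcyap1, interaction (0.19) -0.42 (HF mouse 2) to 0.96 (HF mouse 40), Arhgap8, CB-CF (0.85) -0.044 (CB mouse 61) to 1.28 (CB mouse 15), Cck, CB-HB (0.32) -0.41 (CB mouse 61) to 0.63 (CB mouse 15), Cck, CB-HF (0.19) -0.54 (CB mouse 61) to 0.50 (CB mouse 15), Crhr2, CB-CF (-0.19) -0.56 (CB mouse 15) to 0.13 (CB mouse 49), Crhr2, CB-HB (0.31) -0.060 (CB mouse 15) to 0.96 (HB mouse 48), Crhr2, CB-HF (-0.31) -0.74 (HF mouse 43) to 0.0078 (CB mouse 49), Gcgr, CB-CF (-0.05) -0.25 (CB mouse 49) to 0.23 (CB mouse 61), Hba-a1, interaction (0.28) -0.0011 (HF mouse 2) to 0.46 (CF mouse 30), Npy, CB-HB (0.35) -0.66 (CB mouse 61) to 0.71 (CB mouse 49), Npy, CB-HF (0.12) -0.89 (CB mouse 61) to 0.48 (CB mouse 49), Npy1r, CB-HB (0.73) -0.062 (CB mouse 61) to 1.05 (CB mouse 49), Npy2r, CB-HB (0.73) -0.30 (CB mouse 61) to 1.38 (CB mouse 11), Nrgn, CF-HF (-0.68) -1.01 (HF mouse 12) to 0.22 (HF mouse 2), Padi4, interaction (0.35) -0.66 (CB mouse 11) to 1.39 (CF mouse 51), Penk, CB-HB (0.71) -0.080 (CB mouse 61) to 1.04 (CB mouse 15), Penk, CB-HF (0.61) -0.18 (CB mouse 61) to 0.94 (CB mouse 15), Rtn4rl2, C-H (0.65) -0.047 (CB mouse 61) to 1.02 (CB mouse 15), Scd4, CB-CF (0.57) -0.090 (CB mouse 61) to 0.83 (CB mouse 11), Scd4, interaction (0.37) -0.29 (CB mouse 61) to 0.63 (CB mouse 11), Vgf, CB-HB (0.50) -0.51 (CB mouse 61) to 0.91 (CB mouse 15), Vgf, CB-HF (0.47) -0.54 (CB mouse 61) to 0.87 (CB mouse 15), Vipr2, CB-HB (-0.46) -0.94 (CB mouse 15) to 0.43 (CB mouse 61), Vipr2, CB-HF (-0.53) -1.01 (CB mouse 15) to 0.36 (CB mouse 61). Other omissions that turned the sign were CB mouse 61 (-0.13) for Adcyap1, interaction, CB mouse 61 (0.12) for Crhr2, CB-CF, CF mouse 30 (0.039) for Crhr2, CB-CF, CB mouse 61 (0.0070) for Crhr2, CB-HF, CF mouse 30 (0.12) for Gcgr, CB-CF, CF mouse 27 (0.059) for Gcgr, CB-CF, HF mouse 40 (-0.016) for Npy, CB-HF, CB mouse 61 (-0.23) for Padi4, interaction, CF mouse 30 (-0.016) for Padi4, interaction, CF mouse 27 (-0.015) for Padi4, interaction, HB mouse 48 (-0.045) for Padi4, interaction. The sign also turned with a pseudocount of 0.01 for Adcyap1 in the interaction (-0.54), with a pseudocount of 1 for Padi4 in the interaction (-0.29), with quantile normalization for Gcgr in CB-CF (0.068), and with summed FPKM for Gcgr in CB-CF (0.00013) and Crhr2 in CB-CF (0.86) and CB-HF (0.87).

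Gcgr was no longer called in CB-HB with a pseudocount of 0.01 (0.120), without a filter on the mean (0.0519) or with summed FPKM (0.0959), and Rpl35a was called in C-H with FPKM as deposited (0.0472). Omission of 1 library ended a call for Gcgr in CB-HB (0.0433 with all 16), without CB mouse 15 (0.0627), 11 (0.111), CF mouse 51 (0.0541), 27 (0.0616), 25 (0.0559), HF mouse 2 (0.0601), 12 (0.0538), 40 (0.0618), 43 (0.0680), HB mouse 28 (0.0778), 63 (0.133), 60 (0.135) or 48 (0.127), for Fas in CF-HF (0.0213), without CF mouse 27 (0.0757), 25 (0.0727), HF mouse 2 (0.0641), 12 (0.0530), 40 (0.0766) or 43 (0.0668), for Scd4 in CB-HB (0.0184), without CB mouse 49 (0.0648), 11 (0.0592), HB mouse 28 (0.0591), 63 (0.0505), 60 (0.0589) or 48 (0.0698), and for Lamc2 in CF-HF (0.0149), without HF mouse 12 (0.0508). It gave a call for Rpl35a in C-H, without CB mouse 61 (0.0218), HF mouse 12 (0.0109) or HB mouse 63 (0.0160), and in CF-HF, without HF mouse 12 (0.0367), for Cyp11a1 in CB-HB, without CB mouse 61 (2.6e-06), and CF-HF, without CB mouse 61 (6.5e-07) or 49 (0.0464), and for Gcgr in CB-HF, without CB mouse 61 (0.0310). The same held for Arhgap8 (2.7e-06) and Lamc2 (4.4e-04) in CB-HB without CB mouse 61 and for Adcyap1 in CB-HF, without HF mouse 2 (0.0331). Of all alternatives for these genes, 4793 kept direction and side of the threshold, 29 ended a call, 19 gave a call and 2 and 39 turned the sign, as above.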

Differences from the paper's values

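Of the values in this part, those with FPKM summed over the transcripts of a gene and the correlations of log2 ratios of group means come from tests chosen only after the result was seen.

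The legend of the paper's tables gives fold changes as log2(A/B), but the values in the tables match the files only as log2 of the second group over the first: Pearson r between the paper's values and those computed here as first over second was -0.98 for CB-HB, CB-CF and CB-HF, -0.97 for HB-CF, -0.85 for HB-HF and -0.96 for CF-HF, and the sign was opposite for 399 of 411, 394 of 410, 398 of 411, 389 of 409, 342 of 411 and 394 of 409 transcripts. In Tables C and D the sign was opposite for 168 of 170 and 137 of 138. Values from the paper's tables are compared on that reversed scale below: 117 values of Table 1, 30 of Table 3 and 21 of Table 5. Counting as different only an opposite sign (0 against any other value included) or a distance above the larger SD of log2(FPKM + 0.1) of the groups compared, 3 values of Table 1 differ, all of them HB-HF values by sign, and 0 of Tables 3 and 5. This tolerance is wide where CB mouse 61 raises the SD: for Ddn in CB-HF the paper gives 6.92 and the ratio here is 8.31 (SD 5.06), and for Cpne5 in CB-HB 4.54 and 5.62 (3.17).

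The paper's threshold for calls was an FDR-adjusted P-value of 0.05 in Cuffdiff, and the same threshold was used here with limma. The paper's pairwise counts are of genes among those with a significant interaction, whereas those here are of transcripts among all 24007 tested (for CB-HB, 86 transcripts of 77 genes), so the units and the sets differ. The paper's counts and those here were 233 and 86 for CB-HB, 225 and 0 for CB-CF (1554 at an unadjusted p below 0.05), 25 and 0 for HB-HF (724), 457 and 0 for the interaction (669), 183 and 462 for C-H, and 148 and 0 for B-F (1191). For these 6, none of the alternatives set before the data were examined came within 1.5 times the paper's count. For CB-HF the paper's count was 227 and that here 145; the difference was no longer present with FPKM as deposited, quantile normalization, CB mouse 15 left out or HB mouse 28 left out, and was present with the other alternatives. With FPKM summed over the transcripts of a gene, chosen after seeing the values, CB-HF gave 234. For HB-CF the paper's count was 297 and that here 143; the difference was no longer present with only the 8 libraries of the contrast and was present with the other alternatives. Genes called in all of CB-HB, CF-HF and HB-HF numbered 5 in the paper and 0 here, and genes called in all 3 contrasts with CB 164 in the paper and 0 here, with no alternative set before the data were examined reaching either.

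The paper's correlation between CB-HB and CB-CF over the genes of Table A was 0.77 and that here 0.664; the difference was no longer present with a pseudocount of 1, a mean FPKM of at least 1, or CB mouse 49, CB mouse 15, CB mouse 11, CF mouse 27 or HB mouse 60 left out, and was present with the other alternatives. Between C-H and B-F the paper's correlation was 0.98 for genes in both Table C and Table D and 0.81 and 0.84 for genes in either, and those here were 0.736 and 0.482, with a difference under every alternative set before the data were examined. Log2 ratios of group means, chosen after seeing the values, gave 0.843 for Table A, 0.981 for genes in both tables and 0.882 for genes in either, and dropped 3 of the 409 genes of Table A that had been used, which have a group mean of 0, and none of the 115 and 190 of Tables C and D.

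On the reversed scale, the paper's log2 fold change for HB-HF was -0.1 for Cpne4 and that here 0.12; the signs were no longer opposite with the ratio of group medians, HF mouse 2 left out or HB mouse 63 left out. For Cpne5 the paper's was -0.28 and that here 0.38, no longer different with the ratio of group medians or the difference of mean log2 values. For Nts the paper's was 0 and that here 0.14, different under every alternative set before the data were examined. This outcome was fixed by the rule, since any other value counts as different from 0. The other alternatives left the first 2 different.

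In most of its text the paper reads the tables' signs in the direction of the legend, and most of the statements below differ from the values here in direction (log2 fold change of first over second group, FDR-adjusted P-value). Its text on Lamc2, Fas and Rpl35a has the direction found here. It has most of the genes that differ between the lines under-expressed in C; among the 182 genes of Table C, 145 of 169 tested were higher in C here (120 with CB mouse 61 left out) and 28 were called (40), while of all 462 calls 243 were higher in C and 219 lower, and 227 and 282 with FPKM as deposited. It has most of the genes that differ between the environments under-expressed in B; among those of Table D, 135 of 136 tested were higher in B here (132 with CB mouse 61 left out) and limma called 0 of them (1191 transcripts at an unadjusted p below 0.05 overall). It has genes over-expressed in H for which C-H here was Drd1 1.29 (0.590; 0.59, 0.599 with CB mouse 61 left out), Chrm1 0.95 (0.704; 0.25, 0.808 with CB mouse 61 left out) and Foxg1 1.35 (0.586; 0.60, 0.576 with CB mouse 61 left out); for Drd1, CF-HF was -0.21 (1.00), the direction that the paper gives. It has genes over-expressed in C for which CB-HB and CF-HF here were Arhgap8 -2.72 (0.113) and -3.90 (0.0120), Scd4 -3.08 (0.0184) and -3.44 (0.00542), Cyp11a1 -1.78 (0.339) and -2.73 (0.0513), and Padi4 -4.13 (0.254) and -4.47 (0.163).

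It has Adora2a and Drd2 under-expressed in CB relative to the other groups; CB-HB, CB-CF and CB-HF here were 2.40, 2.89 and 2.76 for Adora2a and 2.79, 2.95 and 2.46 for Drd2, with FDR-adjusted P-values of 0.238 or more, and 1.08, 1.58, 1.45 and 1.54, 1.69, 1.21 with CB mouse 61 left out. It has the prohormone genes Cck, Adcyap1, Npy, Sst, Tac2, Penk, Vgf and Nts under-expressed in CB, although for CB-HB it also calls Tac2 over-expressed, the direction here; CB-HB here was 0.32, 2.09, 0.35, 2.28, 2.04, 0.71, 0.50, 2.09 in that order. It has Mid1 over-expressed in CB-HB and under-expressed in HB-HF; here the values were -1.58 (0.563) and 1.38 (1.00). It has Nrgn, Drd2, Rxrg, Gda, Adora2a and Rab40b under-expressed in CB-HB and over-expressed in CF-HF; CB-HB here was 2.77, 2.79, 2.39, 2.5, 2.40, 1.92 and CF-HF -0.68, -0.48, -0.48, -0.58, -0.13, -0.52 in that order, none called by limma with all 16 libraries. It has Lamc2, Fas and Rpl35a over-expressed in H; here the values had that direction and only CF-HF of Lamc2 and Fas passed: CB-HB -0.83 (0.188), -0.66 (0.455) and -0.90 (0.557), CF-HF -1.31 (0.0149), -1.42 (0.0213) and -1.84 (0.134).

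Some genes that the paper calls were called here only under an alternative, in the direction given here: Cyp11a1 in CF-HF with FPKM as deposited (0.0415), quantile normalization (0.0418), a pseudocount of 0.01 (0.0418) and without CB mouse 61 (6.5e-07) or 49 (0.0464), Gcgr in CB-HF with quantile normalization (0.0396) and without CB mouse 61 (0.0310), Rpl35a in CF-HF without HF mouse 12 (0.0367), Arhgap8 (2.7e-06), Cyp11a1 (2.6e-06) and Lamc2 (4.4e-04) in CB-HB with CB mouse 61 left out, and Adcyap1 in CB-HB (0.0205) and CB-HF (0.0281) with FPKM summed over the transcripts of a gene, chosen after seeing the values, and Adcyap1 in CB-HF without HF mouse 2 (0.0331).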

Other observations

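All values in this part come from tests chosen only after the result was seen, apart from the lists. Some transcripts were listed at 0 in each of the other 7 C libraries and expressed in CB mouse 61 and in the 8 H libraries. The level was near that of the H libraries for Morn2 (16.8 FPKM against 11.7 to 15.0), 1500004A13Rik (10.8 FPKM against 11.9 to 13.5) and a transcript of Slc25a19 (5.12 FPKM against 5.31 to 7.44). It was above them for a transcript of the long noncoding gene Snhg11 (34.8 FPKM against 13.8 to 21.2). Others went with the C label: Znhit1 uc009abi.1 was listed at 0 in all H libraries and at 9.37 FPKM in CB mouse 61 (5.92 to 9.01 in the other C libraries), and Cntn6 uc012ept.1 at 0 in all C libraries, CB mouse 61 included, and at 1.41 to 2.51 in H.

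The windows of 5 Mb with the most genes called in C-H, with CB mouse 61 left out, were on chromosome 8 from 120 to 125 Mb (19 of 79 tested genes, 15 higher in C and 4 higher in H) and on chromosome 5 from 135 to 140 Mb (17 of 102, 9 and 8). Transcripts of 14 genes were called in both directions in C-H with all 16 libraries.

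Taking the profile of CB mouse 61 over 33 forebrain genes as a unit, the median share in other libraries was 3.06% in CB mouse 49, 3.20% in CB mouse 11, 1.61% in HB mouse 60, 0.610% in HF mouse 2 and 0.188% in HB mouse 48.

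Lists with no place at a statement of the paper gave these median log2 fold changes in C-H and B-F with CB mouse 61 left out (FDR-adjusted P-value): oligodendrocytes -0.10 (0.177) and 0.09 (0.0658), choroid plexus 0.16 (0.867) and -0.03 (0.919), meninges 0.20 (0.134) and 0.04 (0.340), endothelium -0.05 (0.373) and -0.01 (0.982), ependyma -0.22 (0.419) and -0.16 (0.191), pituitary 0.03 (0.989) and -0.31 (0.626), immediate early genes -0.04 (0.408) and 0.11 (0.191), glucocorticoid response -0.11 (0.989) and 0.10 (0.341), interferon response 0.31 (0.0500) and -0.11 (0.341), clock 0.05 (0.989) and -0.01 (0.594), neurosteroid synthesis -0.20 (0.0500) and -0.04 (0.411).

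Among 100 splits of the 15 libraries other than CB mouse 61, only 1, the real one, gave the 1703 transcripts called in C-H (at most 133 in another split). This argues against chance for C-H. For the 5 called in B-F, 58 splits gave at least as many (at most 14), so chance is not argued against there.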
